# Gradual and Acute Temperature Rise Induces Crossing Endocrine, Metabolic, and Immunological Pathways in Maraena Whitefish (*Coregonus maraena*)

**DOI:** 10.3389/fgene.2018.00241

**Published:** 2018-07-19

**Authors:** Alexander Rebl, Marieke Verleih, Mareen Nipkow, Simone Altmann, Ralf Bochert, Tom Goldammer

**Keywords:** aquaculture, DE genes, salmonid fish, transcriptome, temperature challenge, welfare

## Abstract

The complex and still poorly understood nature of thermoregulation in various fish species complicates the determination of the physiological status on the basis of diagnostic marker genes and indicative molecular pathways. The present study aimed to compare the physiological impacts of both gradual and acute temperature rise from 18 to 24°C on maraena whitefish in aquaculture. Microarray-based transcriptome profiles in the liver, spleen and kidney of heat-stressed maraena whitefish revealed the modulation of a significantly higher number of genes in those groups exposed to gradually rising temperatures compared with the acutely stressed groups, which might reflect early adaptation mechanisms. Moreover, we suggest a common set of 11 differentially expressed genes that indicate thermal stress induced by gradual or acute temperature rise in the three selected tissues. Besides the two pathways regulated in both data sets *unfolded protein response* and *aldosterone signaling in epithelial cells*, we identified unique tissue- and stress type-specific pathways reflecting the crossroads between signal transduction, metabolic and immunologic pathways to cope with thermal stress. In addition, comparing lists of differentially regulated genes with meta-analyzed published data sets revealed that “acute temperature rise”-responding genes that encode members of the HSP70, HSP90, and HSP40 families; their functional homologs; co-chaperones and stress-signal transducers are well-conserved across different species, tissues and/or cell types and experimental approaches.

## Introduction

The most economically significant fish species produced in the European Union and Norway are rainbow trout *Oncorhynchus mykiss* and Atlantic salmon *Salmo salar*. While these two salmonid species have been domesticated for decades (Tymchuk et al., 2009), the cultivation of the maraena whitefish *Coregonus maraena*, another salmonid fish, started only in the mid-1990s in Finland (Kause et al., 2011; Brietzke et al., 2016). Additionally, other European countries have established whitefish brood stocks for aquaculture industry (Arndt, 2001; Fopp-Bayat et al., 2015). Whitefish is a species-rich genus of mostly cold-water benthivores that grow optimally at water temperatures between 13 and 18°C (McCormick et al., 1971), while higher temperatures above 22°C impair growth (Jobling, 1981; Ficker et al., 2016) and temperatures above 26°C are lethal (Edsall et al., 1970; Edsall and Rottiers, 1976) for several coregonid species. According to a recently published mathematical model, increasing water temperatures due to global warming will reduce the biomass of wild whitefish populations by between 3 and 8% over a period of 50 years (Ficker et al., 2016).

Independent of global climate changes, farmed whitefish may occasionally or even persistently suffer from adverse housing conditions (Korytár et al., 2016). These include seasonally increased temperatures—closely linked to hypoxia—as whitefish have not yet or barely been selected for traits proven to be genetically correlated to stress resistance, as has been successfully carried out and documented for rainbow trout and Atlantic salmon (Pickering and Pottinger, 1989; Fevolden et al., 1991; Rexroad et al., 2013). Maraena whitefish is considered a highly stress-susceptible species (Arndt, 2001; Cingi et al., 2010; Korytár et al., 2016) and is thus a suitable model organism for studying physiological welfare aspects.

Alterations from thermal optima affect a wide range of molecular aspects: temperature-sensitive kinetics of enzymatic and non-enzymatic proteins are described, along with the temperature-dependent stability of nucleic acids and the saturation levels of either rigid or flexible cell membranes, as reviewed in Pörtner et al. (2007). These molecular-level perturbations are eventually decisive for the health and well-being of farmed fish, or may even make the difference between survival and death in aquaculture facilities lacking thermal refugia.

Heat-shock proteins (HSPs) are prominently investigated responders to different kinds of stress, primarily thermal stress. In recent years, however, research has not been limited to the physiological consequences of thermal stress to the response of HSPs and a pre-selected panel of related genes of interest. Instead, global approaches, such as microarray or RNAseq technologies, were utilized to study the mechanistic link between the environment and transcriptome and decipher comprehensive gene expression changes in salmonid fish species exposed to non-optimal or even lethal ambient temperatures. Such studies across different tissues and cell types proved on the one hand the common upregulation of apoptosis-related genes (Lewis et al., 2010; Rebl et al., 2013; Tomalty et al., 2015) and genes involved in innate immunity (Jeffries et al., 2012; Rebl et al., 2013; Tomalty et al., 2015; Verleih et al., 2015; Li et al., 2017), detoxification (Rebl et al., 2013; Li et al., 2017) and ion transport (Rebl et al., 2013; Tomalty et al., 2015) in addition to a diverse panel of induced stress-related genes (Vornanen et al., 2005; Lewis et al., 2010; Quinn et al., 2011a,b; Rebl et al., 2013; Anttila et al., 2014; Jeffries et al., 2014; Narum and Campbell, 2015; Tomalty et al., 2015; Verleih et al., 2015). On the other hand, genes involved in cold response (Jeffries et al., 2012; Rebl et al., 2013; Verleih et al., 2015) and mRNA translation (Jeffries et al., 2012) were found to be downregulated. Despite their differences, all these scientific reports document the conserved upregulation of particular genes, biofunctions and/or pathways in salmonid fish suffering from different kinds of thermal stress and contribute progressively to our understanding of thermoregulation and thus the well-being of farmed fish. Digital technologies will soon become prominent in farm animal production and high-throughput detection of biomarkers in farmed fish and ambient water are expected to regulate aquaculture husbandry conditions in optimal ranges in the near future.

The present study subjected the first generation of maraena whitefish under small-scale farming conditions to both gradual and acute rise in temperature from 18 to 24°C in order to record plasma parameters and differentially expressed (DE) genes to derive regulated biofunctions and pathways. These datasets were compared with meta-analyzed published datasets from different salmonid fish species to extract a common list of DE features with the potential to indicate temperature stress in salmonid aquaculture.

## Materials and methods

### Fish and experimental design

Maraena whitefish were bred from wild-fish eggs at the Institute of Fisheries, LFA M-V (Born, Germany), where the temperature experiments described below were conducted. Whitefish at the age of 50 weeks (349 days) post-hatch were randomly transferred from the recirculation system into nine 300-L indoor tanks at a density of ~30 kg/m^3^ for 7 d. Each of the nine tanks was identical (0.74 m length × 0.58 m width × 0.72 m height) receiving brackish water from the Darss-Zingst Bodden chain with 2.5–6 practical salinity units. Water was pretreated by drum filter and moving bed biofilm reactors in complement with UV radiation and exchanged about 0.5 times per hour. Monitoring characteristic parameters such as the concentrations of dissolved O_2_, ${\text{NH}}_{4}^{+}$, ${\text{NO}}_{2}^{-}$, ${\text{NO}}_{3}^{-}$, or pH in all tanks throughout the trial ensured a consistently high water quality. Maraena whitefish were fed commercial dry pellets by automatic feeders that distributed the food during the light period 12 h/d.

Two of the nine experimental tanks (termed as A and B in Figure 1) were assigned as “temperature reference” tanks and kept at 18°C for the experimental period of 12 d. The water temperature in two other tanks (C and D), assigned as “gradual temperature rise” was elevated from 18 to 24°C by 0.5°C increments per day,. The remaining five tanks were used for “acute temperature rise.” Water temperature was kept constant at 18°C in two of these five tanks (tanks E and F) for 11 d, but on day 12, maraena whitefish were transferred from these tanks into 24°C-warm tanks (G and H), where the fish were kept for 1 h until sampling. To account for handling procedures during transfer, another fish group, assigned as “handling reference,” was transposed from an 18°C-tempered tank (F) to another 18°C tank (I), in parallel to those groups that were transferred to 24°C tanks (G and H). The handling and sampling procedures of maraena whitefish have been conducted in compliance with terms of the German Animal Welfare Act [§ 4(3) TierSchG] and approved by the institute's ethics commission. Throughout the experiment, no mortality or disease occurred among maraena whitefish and no technical problems were registered.

**Figure 1:**
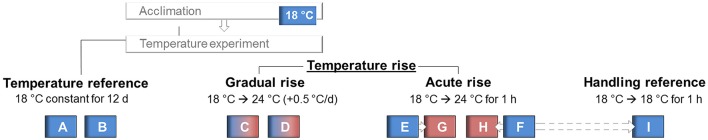
Experimental setup of the temperature experiment subjected to 50-week old maraena whitefish. Temperature in the “reference” tanks (labeled A, B, and I) was kept constant at 18°C throughout the experiment, while water temperature was increased up to 24°C in the “gradual temperature rise” tanks (labeled C, D). For the “acute temperature rise” experiments, maraena whitefish were transferred from 18°C tanks (labeled E, F) to 24°C tanks (labeled G, H).

### Sampling and RNA preparation

At the end of the experiment, fish averaged 30.3 cm ± 1.7 cm in length (mean ± STD), and 300.6 ± 68.5 g in weight. Blood was sampled from the caudal vein of each whitefish using 5-ml plastic syringes filled with 500 μl 0.5 M EDTA (pH 8.0) solution. Tissue samples (entire liver; head and trunk kidney; entire spleen) were taken from seven maraena whitefish from each group.

Tissue fragments of liver, kidney and spleen were snap-frozen in liquid N_2_ and stored at −80°C until separate extraction of individual RNA with TRIzol reagent (Invitrogen, Carlsbad, CA, US). RNeasy Mini Kit (Qiagen, Hilden, Germany) in complement with the RNase-free DNase Set (Qiagen) gave high-quality RNA yields suitable for microarray hybridizations and subsequent quantitative real-time PCR (qPCR) assays.

Nucleic acid concentrations were quantified by measuring the 260:280 nm absorbance ratio with the NanoDrop 1000 spectrophotometer (NanoDrop Technologies/Thermo Fisher Scientific, Darmstadt, Germany). RNA was quality-checked with the Agilent 2100 Bioanalyzer platform (Agilent Technologies, Waldbronn, Germany) revealing RNA integrity number values ranging from 9.2 to 9.8.

### Plasma cortisol and glucose analyses

Blood samples of seven fish from each tank (A, B, C, D, G, H, and I) were centrifuged (4°C, 1700 rcf) and the supernatant was kept on ice until measurement of plasma parameters. According to the manufacturer's instructions, we analyzed the samples using a Cortisol ELISA Assay (DRG Instruments GmbH, Marburg, Germany) and the Glucose Assay Kit II (BioVision, Milpitas, California, US) with the Beckman Coulter DTX 800/880 Series Multimode Detector (Beckman Coulter, Brea, CA, US) for measuring absorbance at 450 nm.

### cRNA synthesis, array hybridization, and data analysis

Seven individual RNA samples from the same tissue (liver, kidney, spleen) and treatment (reference; gradual temperature rise; acute temperature rise) for each experimental replicate were proportionally pooled and labeled according to the One-Color Microarray-Based Gene Expression Analysis protocol, version 6.6. Briefly, 100 ng of each total RNA sample was amplified and labeled with the fluorescent dye cyanine 3 (Cy3) using the Agilent Low Input Quick Amp Labeling Kit (Agilent Technologies). The dye-incorporation of Cy3-labeled cRNA was measured with the ND-1000 spectrophotometer (NanoDrop Technologies/Thermo Fisher Scientific) revealing a rate between 12 and 20 fmoL/ng. Following fragmentation, 600 ng of Cy3-labeled cRNA was mixed with hybridization buffer (Agilent Gene Expression Hybridization Kit; Agilent Technologies) and hybridized to 8 × 60 K Agilent-049158 Salmon Oligo Microarrays (Agilent Technologies; Gene Expression Omnibus platform: GPL21057) at 65°C for 17 h. Microarrays were then washed once with the Agilent Gene Expression Wash Buffer 1 for 1 min at room temperature followed by a second wash with preheated Agilent Gene Expression Wash Buffer 2 at 37°C for 1 min.

The hybridized Agilent microarrays were scanned immediately after drying at 3-μm resolution (microarray scanner system G2505C; Agilent Technologies). The Agilent Feature Extraction Software (FES) 10.7.3.1 was used to read out the microarray image files. Extracted data were further analyzed using the limma package of the R version 3.1.1/Bioconductor suite (Smyth, 2005). Only genes with a corrected *p*-value of < 0.05 according to Benjamini and Hochberg (1995), and an absolute fold change of >2.0 were deemed DE genes and considered for further evaluation. Principal component analysis was done using the Rosetta Resolver Data Reduction (Weng et al., 2006). DE genes were re-annotated using the Basic Local Alignment Search Tool BLASTx. We considered only transcripts with unique BLAST results (coverage and sequence identity of >80% and *E*-value < 1 × 10^−4^) and joined redundant probes to prevent repeated counting of the same gene in subsequent analyses, such as comparisons of gene expression across different treatments using Venn Diagrams (Hulsen et al., 2008).

Annotated genes and corresponding fold-change (FC) values were imported into the Ingenuity program (Ingenuity Pathway Analyses/Qiagen) to evaluate the canonical pathways of interacting genes and visualize these in global functional networks. Benjamini–Hochberg multiple-testing was used for cut-off criterion. The Ingenuity Knowledge Base represents however a collection of experimental observations in mammalian species; therefore, we excluded the canonical pathways of mammalian diseases or exclusively mammalian pathways. Pathway enrichment analyses were complemented and cross-checked with DAVID-generated lists of KEGG pathways (Huang et al., 2009). In the following, predicted pathways and biofunctions are indicated by italic font. Standard scores (z-scores) were used to evaluate whether a particular pathway was activated (*z* > 1) or repressed (*z* < 1); for pathways with z-scores around 0, no prediction could be made.

### Confirmation of DE genes by fluidigm 48.48 real-time qPCR

Quantitative PCR was performed using the integrated microfluidic circuit technology of the Fluidigm Gene Expression chips (Fluidigm, Munich, Germany) and EvaGreen fluorescence dyes (Bio-Rad, Munich, Germany) to validate array-predicted mRNA abundances. The software Pyrosequencing Assay Design (version 1.0.6; Biotage, Uppsala, Sweden) suggested optimal whitefish-specific primers to amplify target fragments between 150 and 190 bp (Table 1). In addition, we used primer pairs that were originally designed for the amplification of gene fragments from trout and revealed a perfect conservation among rainbow trout and maraena whitefish (listed in Table 1). The resulting PCR products were ligated into a pGEM-T Easy Vector (Promega, Mannheim, Germany) and sequenced (Applied Biosystems 3130 Genetic Analyzer; Life Technologies) to verify the respective gene fragments.

**Table 1:** Gene-specific qPCR primers used in this study.

**Gene symbol**	**Sense (5′-3′)**	**Antisense (5′-3′)**	**Amplicon length (bp)**	**Primer efficiency (%)**
*AHSA1*	TGCCTCGATCCTTCATGTTCAG	GGAGACAAAGGAGGGAAGTTTC	157	89.2
*DDIT4a*	TAATCGCCTGTCTCTTTACGGG	TGCCAGAGTATGGAACAGATCG	157	101.2
*DNAJA4*	ATGGATCGCGAACTACTCCCAA	AAACGAAACATTCAGCGCAGCAT	154	102.3
*DUSP1*	AGAGGCATGGTGCTGTTTCAGA	AGAGCGCCAGAAGGTTTAGTTTA	158	99.9
*FOSL2*	ATAATAACCTCATTGGTCGAACTG	TACATTGATGTCAGGGATTTCTCT	174	100.0
HP^*^	GCACCCAGGCTTCCAGAACG	CAAGCCCCAGCCTGTGATGAT	169	101.1
*HSPA1Aa*	CTCCTCTGGGTTGAAGGATTTG	GGCCATGAACCCCAACAACAC	177	115.4
*PPP1R15A*	ACCCTTACCACCCTCTGAACG	GGAGGCTTTTGGCCACAACGT	162	98.3
*RGN*	ACGCCTATTTGCAGGTACCATG	TGAGGCTGTCTATGTAGTAGAAG	182	102.6
SERPINH1a^*^	ATGCATCGCACCGGTCTCTATA	ATCTTGCCCATCCAGGTTTCCA	181	102.5

* *Derived from orthologous sequences in Oncorhynchus mykiss*.

RNA samples (used previously for microarray hybridization) were individually reverse-transcribed into cDNA using the Reverse Transcription Master Mix (Fluidigm), preamplified using the PreAmp Master Mix (Fluidigm) and then treated with exonuclease I (New England BioLabs, Frankfurt/Main, Germany). All three steps followed the manufacturers' instructions. In the meantime, the primer assays were pipetted in duplicate into the 48.48 microfluidic circuits. Subsequently, the chip was primed in the MX IFC Controller (Fluidigm). Afterwards, the preamplified cDNA samples (*n* = 7 per tissue and treatment) were separately loaded on the primed 48.48 chip and analyzed with the Biomark HD system using the manufacturer's thermal protocol “GE Fast 48 × 48 PCR+Melt v2.pcl” (application type: gene expression; passive reference: ROX; assay: single probe).

Standard curves were performed for each primer pair using the LightCycler 96 System (Roche, Mannheim, Germany) in complement with the 2 × SensiFAST SYBR No-ROX Kit (Bioline, Luckenwalde, Germany) (Table 1). The qBase^+^ software (Biogazelle, Ghent University, Belgium) evaluated the suitability of a range of putative, whitefish-specific reference genes (see Altmann et al., 2015) based on averaged GeNorm stability values of *M* < 0.37 and coefficients of variation (CV) between 0.12 and 0.15. *RPL9, RPL32*, and *RPS20* were recorded as internal normalizer genes for liver samples, while *EEF1A1b, RPL9, RPL32*, and *RPS20* were used as normalizer genes for kidney and spleen samples.

Quantitative PCR data were analyzed using the Fluidigm Real-Time PCR Analysis software v. 4.0.1 and evaluated based on a linear regression of standard curves for each individual amplicon. Pearson's correlation test (http://www.socscistatistics.com/tests/pearson/) was used to assess the concordance between the microarray and qPCR results.

The full complement of microarray data was deposited in the NIH/NLM Gene Expression Omnibus (GEO, accession code: GSE95422), contributing to the initiative “Functional Annotation of All Salmonid Genomes” (Macqueen et al., 2017).

### Meta-analysis

The GEO database was scanned for gene expression studies focusing on gradual and acute temperature stress in salmonid fish. The gene lists of eligible microarray studies were searched for expression values of the respective target genes. The raw data from RNA-seq runs were received from the European Bioinformatics Institute database (EMBL-EBI) and reads were subsequently assembled to the respective target genes by using the Unipro UGENE bioinformatics software (Golosova et al., 2014). Total reads were counted and normalized to read counts of the reference genes *RPL9, RPL32*, and *RPS20*.

## Results

The present study compared the physiological impacts of gradual and acute temperature rise from 18to 24°C on maraena whitefish in aquaculture. Figure 1 provides an overview of the experimental setup. 

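The files hold 24 arrays of 1 dye and 1 oligonucleotide design, made from the liver, spleen and kidney of maraena whitefish. Each array carries RNA pooled from 7 fish, and each tissue has 2 arrays in each of 4 groups: temperature reference (18 °C), gradual temperature rise (24 °C), acute temperature rise (24 °C for 1 h after the transfer) and handling reference (transferred at 18 °C). The paper places the transfer on day 12 and the sample labels on day 19. The methods pool 7 RNAs for each experimental replicate, and every group had 2 tanks except the handling reference, with 1. They do not state whether the 2 pools of a group came from separate fish or tanks. The authors read the scanned images with Feature Extraction, and the deposited array files give background-corrected intensities that were not normalized between arrays. On an array 13750 to 17744 of 49255 probes (28% to 36%) gave a signal well above background, and the number of arrays limits the precision. Outlier and control spots were left out, the spots of a probe were averaged, and log2 intensities were centred on the 75th percentile of each array over the 10756 probes well above background on all 24 arrays. That percentile was chosen over these probes once it was seen how few of the probes were detected, before any group was compared. A probe was tested in a tissue when both arrays of at least 1 group were well above background, which left 15865 probes in the liver, 17516 in the spleen and 17253 in the kidney. Each tissue was fitted with limma over its 8 arrays, with 4 residual degrees of freedom, and a probe was called at an adjusted p under 0.05 and an absolute fold change above 2. Every fold change compares 2 arrays with 2 arrays, and for each called gene given with a value both arrays of the group lay beyond both arrays of the reference. Where no array of 1 group was well above background, only a bound is given, the mean of the bright group against the mean over the dim arrays of the higher of the array's own signal and its lowest signal well above background. Such a bound holds only under the background subtraction used, and another correction or qPCR can give a smaller fold. Several probes can carry 1 gene symbol, and the identifier of the probe is given where a gene is treated on its own. In the spleen and kidney the arrays of the reference and gradual groups lay in 1 row of the slide and those of the acute and handling groups in the other. In the liver 1 gradual array lay in each row, the reference arrays in 1 and the acute and handling arrays in the other, so in the spleen and kidney the row and the difference of the acute or handling group from the reference or the gradual group cannot be told apart, and in the liver the row rests on the 2 gradual arrays alone. For gradual against reference in the liver, a fit with the row as a covariate is therefore the same fit as that without gradual replicate 1. For gradual against acute it is the same as that without gradual replicate 2, so neither is a separate check. The liver handling arrays lay alone on their slide and scan day, where slide and group cannot be told apart either. SE stands for the standard error of a log2 fold change, and camera, a test of gene groups, takes a correlation of 0.01 between genes unless an estimated correlation is named. Genes were named by a rule written before the data were examined, though after the paper's own values had been read: every gene the paper names, the largest changes among called probes, and called members of 37 gene lists.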

Although plasma cortisol (ranging from 7.0 to 273.7 ng/ml) and glucose levels (2.3–8.3 nmol/μl) did not show any significant differences between the analyzed groups due to high standard deviations (Figure 2), we recorded significant changes in gene expression in the challenged “gradual temperature rise” and “acute temperature rise” groups compared with the “temperature reference” group (Figure 3). 

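Gradual warming changed many genes in all 3 tissues, and a short transfer to warm water few. The 14 calls made after the acute rise (n = 2 arrays per group), on 11 probes over the 3 tissues, were all rises, and they included the chaperone genes HSPA1A, HSP90AA1 and DNAJA4, the co-chaperone BAG3, the phosphatase subunit PPP1R15A, the transcription factor JUN and the leukocyte surface marker CD83. After the gradual rise 2004 calls were made over the 3 tissues, 143 times as many. Among the largest falls of the gradual group were genes outside the heat shock family, such as the translation-linked EDF1 and the hypoxia regulator HIF1A. With all 24 arrays in 1 fit the totals were 2935 calls after the gradual and 396 after the acute rise, and with normexp background correction 898 and 143. Without reference replicate 1 or 2 of each tissue the totals were 17 and 362 after the gradual rise and 6 and 8 after the acute rise, and without replicate 1 or 2 of the treated group they were 0 and 5 against 6 and 3.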

The number of DE genes was 5-fold smaller in the “acute temperature rise” group compared with the number of DE genes in the “gradual rise” group (Supplementary Figures 1A,B). Moreover, the percentage contribution to the entirety of DE genes by the liver decreased in acute temperature rise (compared to gradual rise) on account of the spleen, while the percentage contribution by the kidney remained at a similar level.

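The liver held 66.7% of the calls made after the gradual rise, the spleen 8.93% and the kidney 24.4%. After the acute rise the liver held 57.1% of 14 calls, the spleen 28.6% and the kidney 14.3%, which in the spleen are HSPA1A with CD83 and in the kidney HSPA1A alone. HSPA1A encodes an inducible chaperone of the 70-kDa heat shock family, and CD83 a surface protein of activated dendritic and B cells. Over the 396 acute calls of the fit with all 24 arrays, the liver held 56.8%, the spleen 33.3% and the kidney 9.85%, against 68.3%, 13.3% and 18.4% of the gradual calls. Normexp background correction gave 20.3%, 45.5% and 34.3% after the acute rise and 64.7%, 18.0% and 17.3% after the gradual rise. The shares were not tested against each other, since the probes of 1 array are not independent.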

**Figure 2:**
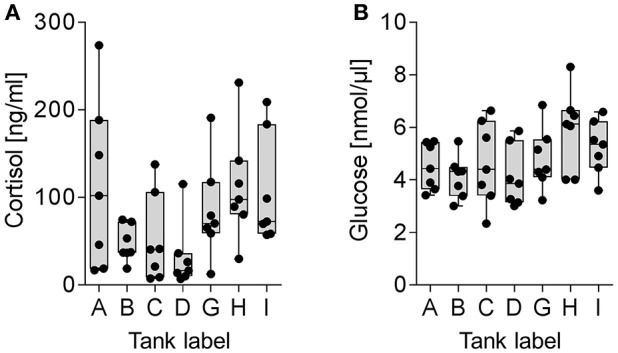
Plasma diagnostics of maraena whitefish kept in reference tanks (labeled A, B, I, abscissa), “gradual temperature rise” tanks (labeled C, D) and “acute temperature rise” tanks (labeled G, H). Box and whisker plots illustrate **(A)** cortisol levels (ng/ml) and **(B)** glucose levels (nmol/μl) in the plasma of seven individuals. Individual measuring points are indicated by black dots.

**Figure 3:**
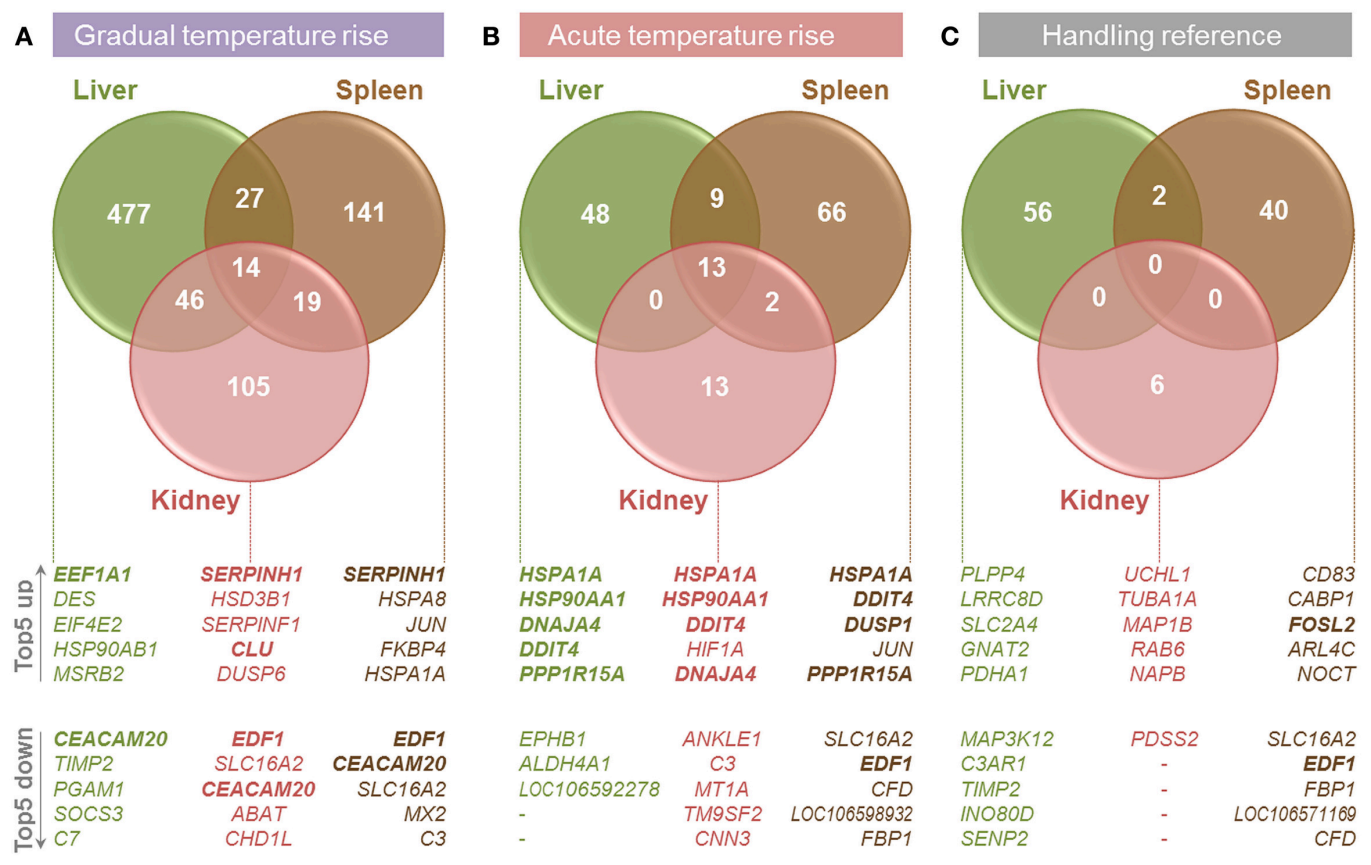
Overview of transcriptome analyses in the liver (green circles), spleen (brown), and kidney (red) of maraena whitefish exposed to **(A)** gradual temperature rise, **(B)** acute temperature rise and **(C)** handling relative to the data obtained for the “temperature reference” group. The number of DE genes is illustrated by Venn diagrams and the five most up- and down-regulated genes in the respective tissues are listed below. Commonly regulated features in all three tissues per treatment are printed in bold.

### Tissue-specific responses to gradual temperature rise

In the liver of maraena whitefish, gradual temperature rise provoked the highest number of DE genes (*n* = 564, relative to the “temperature reference” group) compared with the spleen (*n* = 201) and kidney (*n* = 184) (Figure 3A). 

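Gradual warming raised 627 probes and lowered 710 in the liver, raised 42 and lowered 137 in the spleen, and raised 200 and lowered 288 in the kidney. Among the largest rises in the liver were the lysophosphatidic acid receptor LPAR6, at least 16.4-fold higher (adjusted p = 0.0152), and the antimicrobial peptide LEAP2, at least 16.2-fold higher (adjusted p = 0.0358). HIF1A, which switches on genes under low oxygen, fell with a log2 fold change of -5.58 (SE 0.42, adjusted p = 0.00943) on this probe (A_05_P354717), and 3 of its 8 probes fell. The cAMP-responsive transcription factor CREM fell, with 1 of 2 gradual arrays well above background, and cytochrome c (CYCS) fell with a log2 fold change of -3.73 (adjusted p = 0.0186). Among proteasome subunits in the liver, PSMD11 had -2.26 and PSMB1 -1.28 on the log2 scale, both called, and 0 of 32 measured members rose, 6 fell and 26 did not pass the test (0 and 6 when adjusted over the list alone). Camera gave 1.62e-07 (down) as adjusted p and adjusted p = 0.0758 with an estimated correlation. For aminoacyl-tRNA synthetases, which load amino acids onto tRNA, SARS had -2.13 and HARS -1.36, both called, and 0 members rose, 5 fell and 9 did not pass among 14 measured (0 and 8 when adjusted over the list alone). Camera gave 0.000295 (down) as adjusted p and adjusted p = 0.963 with an estimated correlation. In the spleen the vesicle fusion factor NAPB rose with a log2 fold change of 2.77 (adjusted p = 0.0454), and in the kidney the chromatin remodeler CHD1L fell with -2.74 (adjusted p = 0.0198). The median over all tested liver probes was 0.11 on the log2 scale, 0.01 with quantile normalization and -0.08 with the percentile over all spots, and the split of the liver calls was 524 up and 874 down, and 400 up and 1033 down, under those scalings. Without reference replicate 1, reference replicate 2, gradual replicate 1 or gradual replicate 2, the liver count was 12, 330, 0 and 2, the spleen count 1, 7, 0 and 0, and the kidney count 4, 25, 0 and 3. The row on the slide as a covariate left 0 calls in the liver (4031 at an unadjusted p under 0.05). Over the 1337 probes called without it, the median absolute log2 fold change was 1.44 without and 1.46 with it. The latter rests on the 1 gradual array in the row of the reference, and that fit is the one without gradual replicate 1.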

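In the liver of gradually warmed fish, SOCS3, which damps cytokine receptor signalling, fell with a log2 fold change of -3.32 (SE 0.36, adjusted p = 0.0108). Single named genes of blood and immune cells were called in both directions. An immunoglobulin light chain (IGL) rose on 1 of its 12 probes with a log2 fold change of 1.32 (adjusted p = 0.0438), and the T-cell receptor chain TCRB rose on 1 of its 2 probes with 1.40 (adjusted p = 0.0139). The matrix metalloproteinase MMP13, a product of macrophages, fell with -1.79 (adjusted p = 0.0298), and the cytokine TGFB1 fell with -1.47 (adjusted p = 0.0100). Over the markers of macrophages and granulocytes, 0 of 9 measured members rose, 1 fell and 8 did not pass the test (0 and 1 when adjusted over the list alone). Camera gave 0.998 (up) as adjusted p. Markers of B cells, T cells and erythrocytes had fewer than 5 measured members in the liver and were not tested as groups there. For markers of hepatocytes 0 rose and 0 fell of 16 measured, and 16 did not pass (0 and 0 when adjusted over the list alone). Camera gave 0.810 (up) as adjusted p. Of these 5 calls, those that still passed numbered 0 without reference replicate 1, 3 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Other settings left 2 with normexp background correction, 3 with no filter on dim probes, 4 with only the 4 arrays of both groups, 4 with quantile normalization, 4 with the percentile over all spots and 0 with the slide row as a covariate.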

Diverse hepatic signaling pathways were predominantly attributed to blood cells (*B cell receptor, erythropoietin, GM-CSF signaling*, and *CD40 signaling*) (Table 2). In addition, the analysis predicted pathways directly (*ERK/MAPK signaling*) or indirectly (*ILK signaling, angiopoietin signaling*) involved in the response to stress.

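DUSP6, a phosphatase that switches off ERK and is itself induced by ERK signalling, was at least 23.4-fold higher (adjusted p = 0.0108) in the liver after the gradual rise, on 1 of its 4 probes (A_05_P476157). Other single named genes were called there too. JUNB, a partner in the AP-1 transcription factor, fell with a log2 fold change of -2.25 (SE 0.32, adjusted p = 0.0168). GADD45A, a stress sensor that binds MAP kinase kinases, rose with a log2 fold change of 2.43 (adjusted p = 0.0142), and the transcription factor KLF2 rose with 1.19 (adjusted p = 0.0158). Of the immediate early and stress signalling genes, 24 members were measured, of which 3 rose, 7 fell and 14 did not pass (3 and 8 when adjusted over the list alone). Camera gave 0.135 (down) as adjusted p. With 1 array left out at a time, the calls that remained of 4 numbered 1 without reference replicate 1, 2 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Further settings kept 3 with normexp background correction and 0 with the slide row as a covariate.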

**Table 2:** TOP5 list of functional pathways regulated in maraena whitefish exposed to gradual heat stress (18–24°C).

**Canonical pathway**	***p*-value**	**z-score**	**Involved DE genes^a^**
**SHARED BY LIVER, SPLEEN, KIDNEY**			
Unfolded protein response	<4.8E-04	n.a.	4–8 (54)
Acute-phase response signaling	<4.9E-03	−2.7 to 0.0	5–14 (169)
Gluconeogenesis	<1.1E-02	n.a.	2–5 (25)
Protein ubiquitination pathway	<2.0E-02	n.a.	5–10 (255)
Aldosterone signaling in epithelial cells	<2.3E-02	0.0 to 1.0	4–11 (166)
**SHARED BY LIVER AND SPLEEN**			
NRF2-mediated oxidative stress response	<2.7E-05	0.4	8–16 (193)
Glucocorticoid receptor signaling	<4.0E-04	n.a.	9–14 (287)
Interleukin-6 signaling	<8.0E-03	−1.5 to 0.0	4–11 (127)
JAK/Stat signaling	<1.5E-02	−0.7 to 0.0	3–8 (83)
Interleukin-17A signaling in fibroblasts	<2.0E-02	n.a.	2–6 (35)
**SHARED BY LIVER AND KIDNEY**			
EIF2 signaling	<3.2E-03	0.0 to 0.1	6–16 (220)
Superpathway of inositol phosphate compounds	<1.8E-02	n.a.	5–9 (230)
TR/RXR activation	<2.7E-02	n.a.	3–9 (98)
tRNA charging	<2.7E-02	n.a.	2–5 (39)
mTOR signaling	<4.2E-02	−0.3 to 0.0	4–12 (198)
**SHARED BY SPLEEN AND KIDNEY**			
Complement system	<1.8E-03	n.a.	3 (37)
FXR/RXR activation	<7.7E-03	n.a.	4–6 (126)
NADH repair	<2.0E-02	n.a.	1 (3)
Uracil degradation	<2.6E-02	n.a.	1 (4)
PRPP biosynthesis	<2.6E-02	n.a.	1 (4)
Thymine degradation	<2.6E-02	n.a.	1 (4)
**LIVER-SPECIFIC**			
B Cell Receptor signaling	3.3E-06	−0.8	14 (185)
Erythropoietin signaling	7.2E-06	n.a.	9 (79)
ERK/MAPK signaling	7.6E-06	0.0	14 (199)
ILK (integrin-linked kinase) signaling	3.0E-05	−0.1	13 (196)
GM-CSF (granulocyte-macrophage colony stimulating factor) signaling	3.1E-05	0.1	8 (73)
**SPLEEN-SPECIFIC**			
SAPK (stress-activated protein kinase) signaling	3.9E-03	−1.0	4 (104)
Phagosome formation	6.9E-03	n.a.	4 (122)
Eicosanoid signaling	8.2E-03	0.0	3 (67)
Leukocyte extravasation signaling	9.7E-03	−0.1	5 (210)
Lipid antigen presentation by CD1	1.1E-02	n.a.	2 (26)
**KIDNEY-SPECIFIC**			
Glutamate degradation	4.1E-04	n.a.	2 (5)
Aspartate degradation	8.6E-04	n.a.	2 (7)
Ubiquinol-10 biosynthesis	5.3E-03	0.0	2 (17)
GABA receptor signaling	9.5E-03	n.a.	13 (196)
β-alanine degradation	1.3E-02	n.a.	1 (2)

a *2.0 > FC < −2.0; corrected p < 0.05; the total number of pathway-involved genes is given in brackets. n.a., not available*.

In the spleen, gradual heat stress had an even larger impact on several immune pathways in leukocytes including lymphocytes and macrophages (*phagosome formation, eicosanoid signaling, leukocyte extravasation signaling, lipid antigen presentation by CD1*), whereas metabolic pathways were mainly found in the kidney (*glutamate, aspartate*, and β*-alanine degradation, ubiquinol-10 biosynthesis*) (Table 2).

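Macrophage and granulocyte markers were lower in the spleen after gradual warming, and T-cell markers were higher there. For macrophages and granulocytes, 0 of 11 measured members rose, 1 fell and 10 did not pass the test (0 and 3 when adjusted over the list alone). Camera gave 4.76e-05 (down) as adjusted p and adjusted p = 0.465 with an estimated correlation. MMP13 fell there with a log2 fold change of -1.78 (SE 0.22, adjusted p = 0.0298). Of T-cell markers, 0 members rose, 0 fell and 10 did not pass among 10 measured (4 and 0 when adjusted over the list alone). Camera gave 1.47e-05 (up) as adjusted p and adjusted p = 0.465 with an estimated correlation. The complement component C8G fell in the spleen with a log2 fold change of -2.20 (adjusted p = 0.0332). In the kidney, enzymes of amino acid breakdown were lower as a group: 18 members were measured, of which 0 rose, 3 fell and 15 did not pass (0 and 5 when adjusted over the list alone). Camera gave 0.000434 (down) as adjusted p and adjusted p = 0.433 with an estimated correlation. Among them, the aspartate aminotransferase GOT2 fell with a log2 fold change of -1.35 (SE 0.14, adjusted p = 0.0198), and ALDH4A1, which oxidizes a proline breakdown product to glutamate, was at least 2.83-fold lower (adjusted p = 0.0218). CBS, which makes cystathionine from homocysteine, fell with a log2 fold change of -4.03 (adjusted p = 0.0188), and the GABA and β-alanine transaminase ABAT had -2.42 (adjusted p = 0.0932). T-cell markers in the kidney moved as well (camera adjusted p = 0.00561, up, adjusted p = 0.433 with an estimated correlation), as did skeletal muscle markers (marker: skeletal muscle; camera adjusted p = 0.0412, up, adjusted p = 0.433 with an estimated correlation), of which the latter did not pass 0.05 with normexp background correction (0.0531), without reference replicate 2 (0.0931) and without gradual replicate 1 (0.0808), and cardiac troponin TNNT2 fell with -3.15 (adjusted p = 0.0185). Among 6 calls given with a value, the number passing was 0 without reference replicate 1, 2 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. The number passing in other settings was 3 with normexp background correction, 0 with no filter on dim probes, 0 with only the 4 arrays of both groups and 5 with all 24 arrays in 1 fit, and the value not called passes with normexp background correction.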

### Tissue-specific responses to acute temperature rise

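After the transfer to warm water 8 probes rose in the liver, 4 in the spleen and 2 in the kidney, and none fell. BAG3, a co-chaperone that links HSP70 to autophagy, rose in the liver with a log2 fold change of 3.94 (SE 0.32, adjusted p = 0.0313). Beside 5 genes with a symbol and BAG3, which only the authors' deposited tables name, the liver calls held 2 probes without a gene name, A_05_P420072 with a log2 fold change of 2.31 and A_05_P302842, whose reference arrays were not well above background. At an unadjusted p under 0.05 there were 1407 probes in the liver, 2185 in the spleen and 2660 in the kidney. Further settings gave other counts for the liver, spleen and kidney: 225, 132 and 39 with all 24 arrays in 1 fit, 29, 65 and 49 with normexp background correction, and 29, 51 and 39 with a trended and robust variance. Without reference replicate 1, reference replicate 2, acute replicate 1 or acute replicate 2, the liver count was 0, 0, 0 and 0, the spleen count 4, 3, 3 and 2, and the kidney count 2, 5, 3 and 1, with 3, 3 and 1 called with no filter on dim probes. With the row on the slide as a covariate, chosen after the values were seen and estimated from the 2 gradual arrays, limma called 0 probes in the liver (1028 at an unadjusted p under 0.05).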

Acute temperature stress induced a significantly lower number of DE genes than did gradual temperature stress in the liver (*n* = 70, relative to “temperature reference”), spleen (*n* = 90), and kidney (*n* = 28) (Figure 3B). In the spleen, these regulated features were predicted to participate in the second messenger-triggered response to challenging stimuli (*cAMP-mediated signaling, G-protein coupled receptor signaling, protein kinase A signaling, ceramide signaling*) (Table 3). Also, in the liver and kidney, a general response to stress was reflected by indicative pathways, such as the stress-induced control of translation (*EIF2 signaling, regulation of eIF4 and p70S6K signaling*), stress signaling (*PCP pathway, mTOR signaling*), and metabolic responses (*glycolysis*) (Table 3).

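CD83, a surface protein of activated dendritic and B cells, rose in the spleen 1 h after the transfer with a log2 fold change of 3.34 (SE 0.19, adjusted p = 0.00768) on the probe A_05_P260975, and 2 of its 3 probes were called. Of the immediate early and stress signalling genes, among them targets of cAMP and MAP kinase signalling, 0 members rose, 0 fell and 22 did not pass among 22 measured (5 and 0 when adjusted over the list alone). Camera gave 0.000204 (up) as adjusted p and adjusted p = 0.600 with an estimated correlation. Proinflammatory cytokines and receptors included CD83: 1 rose and 0 fell of 11 measured, and 10 did not pass (2 and 0 when adjusted over the list alone). Camera gave 0.00277 (up) as adjusted p and adjusted p = 0.353 with an estimated correlation. The complement protease CFD had a log2 fold change of -1.92 (adjusted p = 0.0937) and was not called. Erythrocyte markers were lower in the same arrays (camera adjusted p = 0.000891, down, adjusted p = 0.475 with an estimated correlation), with a median log2 fold change of -1.09. Markers of macrophages and granulocytes were lower too (camera adjusted p = 0.0316, down, adjusted p = 0.565 with an estimated correlation, median -0.23) and did not pass 0.05 without reference replicate 1 (0.215) and without acute replicate 1 (0.125). The 1 call named with a value passes without reference replicate 1 and without reference replicate 2 and fails without acute replicate 1 and without acute replicate 2. Alternative settings left 0 with only the 4 arrays of both groups, and the value not called passes with all 24 arrays in 1 fit, with normexp background correction and with a trended and robust variance. In the handled spleen, transferred at 18 °C, the same CD83 probe had 2.58 (SE 0.19, adjusted p = 0.0818) and was not called. There the immediate early, erythrocyte and macrophage lists passed camera in the same directions (adjusted p = 0.000654, 0.0100 and 0.00719), with the limits given for the handling reference.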

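Genes of translation and glycolysis were measured in the liver and kidney, and none was called 1 h after the transfer. Among translation factors in the liver, 0 of 40 measured members rose, 0 fell and 40 did not pass the test (0 and 0 when adjusted over the list alone). Camera gave 0.297 (up) as adjusted p. In the kidney 0 rose and 0 fell of 40 measured, and 40 did not pass (0 and 0 when adjusted over the list alone). Camera gave 0.0634 (up) as adjusted p. Ribosomal proteins gave 0 rises and 0 falls among 67 measured in the liver (camera adjusted p = 0.785, up) and 0 and 0 among 67 in the kidney (camera adjusted p = 0.349, up). For glycolysis and gluconeogenesis enzymes in the liver, 24 members were measured, of which 0 rose, 0 fell and 24 did not pass (0 and 0 when adjusted over the list alone). Camera gave 0.969 (up) as adjusted p. The ephrin receptor EPHB1 in the liver had a log2 fold change of -1.58 (SE 0.21, adjusted p = 0.104), and the transmembrane protein TM9SF2 in the kidney a log2 fold change of -1.11 (SE 0.16, adjusted p = 0.119), neither called. Proinflammatory genes in the liver gave 0 rises and 0 falls among 8 measured members, with 8 not passing (0 and 0 when adjusted over the list alone). Camera gave 0.00125 (up) as adjusted p and adjusted p = 0.320 with an estimated correlation. In the same arrays markers of macrophages and granulocytes were lower (camera adjusted p = 0.00788, down, adjusted p = 0.182 with an estimated correlation, median -0.60), except that they did not pass 0.05 without reference replicate 2 (0.0965) and without acute replicate 1 (0.0622). With the row on the slide as a covariate the 2 lists had 0.0652 and 0.155. The list of kidney tubule markers (marker: kidney tubule) also moved in the acute kidney arrays (camera adjusted p = 0.0126, down, adjusted p = 0.488 with an estimated correlation) and did not pass 0.05 without reference replicate 2 (0.153) and without acute replicate 2 (0.202). The number passing among 2 values not called was 1 with all 24 arrays in 1 fit, 1 with normexp background correction and 2 with a trended and robust variance.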

**Table 3:** TOP5 list of functional pathways regulated in maraena whitefish exposed to acute heat stress (18–24°C).

**Canonical pathway**	**p-value**	**z-score**	**Involved DE genes^a^**
**SHARED BY LIVER, SPLEEN, KIDNEY**			
Unfolded protein response	<2.0E-05	n.a.	4–8 (54)
Aldosterone signaling in epithelial cells	<2.3E-06	n.a.	6–12 (166)
Glucocorticoid receptor signaling	<5.7E-03	n.a.	6–8 (287)
NRF2-mediated oxidative stress response	<2.5E-03	0.0 to 2.0	4–10 (193)
eNOS signaling	<1.6E-02	−1.0 to 0.0	3–5 (155)
**SHARED BY LIVER AND SPLEEN**			
Pyridoxal 5′-phosphate salvage pathway	<1.0E-02	n.a.	2–3 (65)
Salvage pathways of pyrimidine ribonucleotides	<2.1E-02	n.a.	2–3 (95)
PPAR signaling	<3.1E-02	n.a.	2 (93)
Cholecystokinin/gastrin-mediated signaling	<3.6E-02	n.a.	2 (101)
**SHARED BY LIVER AND KIDNEY**			
p53 signaling	<2.8E-02	n.a.	2–4 (111)
Aryl hydrocarbon receptor signaling	<4.3E-02	0.0	3–4 (140)
GADD45 signaling	<4.4E-02	n.a.	1–2 (19)
D-myo-inositol-tetrakisphosphate biosynthesis	<4.4E-02	n.a.	2–4 (141)
**SHARED BY SPLEEN AND KIDNEY**			
Urea cycle	<1.8E-02	n.a.	1–2 (6)
TR/RXR activation	<3.4E-02	n.a.	2–6 (98)
Stress-induced MAPK signaling	<3.7E-02	0.0 to 1.0	2–4 (102)
**LIVER-SPECIFIC**			
PPARα/RXRα activation	7.7E-04	0.0	4 (178)
Proline degradation	4.6E-03	n.a.	1 (2)
Glutamate biosynthesis/degradation	4.6E-03	n.a.	1 (2)
CD27 signaling in lymphocytes	6.5E-03	n.a.	2 (52)
PCP pathway	9.4E-03	n.a.	2 (63)
**SPLEEN-SPECIFIC**			
cAMP-mediated signaling	5.0E-04	−0.4	5 (223)
Regulation of Interleukin-2 expression in activated and anergic T lymphocytes	1.6E-03	n.a.	3 (79)
G-Protein coupled receptor signaling	8.4E-03	n.a.	4 (272)
Protein kinase A signaling	2.8E-02	0.0	4 (392)
Ceramide signaling	3.1E-02	n.a.	2 (93)
**KIDNEY-SPECIFIC**			
EIF2 signaling	2.3E-04	0.0	9 (220)
Glycolysis	1.6E-03	n.a.	3 (25)
mTOR signaling	2.6E-03	2.0	7 (198)
Regulation of eIF4 and p70S6K signaling	3.5E-03	n.a.	6 (156)
Cell cycle regulation by BTG family proteins	4.2E-03	n.a.	3 (35)

a *2.0 > FC < −2.0; corrected p < 0.05; the total number of pathway-involved genes is given in brackets. n.a., not available*.

### Tissue-specific responses to handling stress

As we expected that not only would the sudden temperature change affect gene expression in the “acute temperature rise” group, but also the transfer procedure itself, we analyzed the gene expression after transferring fish from one tank to another (Figure 3C). This handling stress had, as expected, a detectable impact on the mRNA levels of a particular number of genes in the liver (*n* = 58, relative to “temperature reference”), spleen (*n* = 42) and, to a lesser extent, kidney (*n* = 6). 

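No probe was called in the handling reference of any tissue by limma, against 2013 probes at an unadjusted p under 0.05 in the liver, 1455 in the spleen and 1296 in the kidney. CD83 in the spleen came nearest among the named genes, with a log2 fold change of 2.58 (SE 0.19, adjusted p = 0.0818). In the liver the lipid phosphatase PLPP4 had 3.67 (adjusted p = 0.290) on the log2 scale, the glucose transporter SLC2A4 3.39 (adjusted p = 0.298) and the receptor of complement fragment C3a, C3AR1, was at least 18.8-fold lower (adjusted p = 0.298). As a group, immediate early and stress signalling genes were higher: in the liver 0 of 24 measured members rose, 0 fell and 24 did not pass the test (9 and 0 when adjusted over the list alone). Camera gave 7.94e-06 (up) as adjusted p and adjusted p = 0.458 with an estimated correlation. For the kidney, 0 members rose, 0 fell and 22 did not pass among 22 measured (3 and 0 when adjusted over the list alone). Camera gave 2.04e-11 (up) as adjusted p and adjusted p = 0.585 with an estimated correlation. In the spleen there were 0 rises and 0 falls among 22 measured members, with 22 not passing (0 and 0 when adjusted over the list alone). Camera gave 0.000654 (up) as adjusted p and adjusted p = 0.707 with an estimated correlation, and did not pass 0.05 without reference replicate 2 (0.0677) and without handling replicate 1 (0.0719). Glucocorticoid-responsive genes in the liver gave 0 rises and 0 falls among 8 measured members, with 8 not passing (2 and 0 when adjusted over the list alone). Camera gave 0.00176 (up) as adjusted p and adjusted p = 0.458 with an estimated correlation. Neither list passed in the handled liver with the row on the slide as a covariate (0.0974 and 0.225). In the spleen, erythrocyte markers (marker: erythrocytes) were lower, with a median log2 fold change of -0.78 (camera adjusted p = 0.0100, down, adjusted p = 0.707 with an estimated correlation), and did not pass 0.05 without reference replicate 2 (0.0858) and without handling replicate 2 (0.0931). Markers of macrophages and granulocytes were lower in the handled liver (camera adjusted p = 0.0229, down, adjusted p = 0.458 with an estimated correlation), though they did not pass 0.05 with normexp background correction (0.0728), without reference replicate 2 (0.101), without handling replicate 1 (0.0559) and without handling replicate 2 (0.144) or with the row as a covariate (0.225), and in the handled spleen (camera adjusted p = 0.00719, down, adjusted p = 0.707 with an estimated correlation), though they did not pass 0.05 without reference replicate 1 (0.0947) and without handling replicate 1 (0.0719). All 24 arrays in 1 fit gave 251 calls in the liver, 33 in the spleen and 24 in the kidney, quantile normalization 3, 0 and 0, and normexp background correction 0, 1 and 0. The paper includes this group to separate what the transfer itself does from what the warmer water does, and states that handling alone affected a number of genes.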

Of note, “gradual temperature rise” and “handling reference” shared 18 features in the liver and 22 features (including *EDF1*) in the spleen, while “acute temperature rise” and “handling reference” shared 15 features (including *DDIT4*) in the liver and 35 features (including *EDF1, PPP1R15A, FOSL2*) in the spleen. 

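EDF1, a coactivator of transcription, had in the handling reference a log2 fold change of -1.12 (SE 0.26, adjusted p = 0.290) in the liver and a log2 fold change of -1.60 (SE 0.28, adjusted p = 0.218) in the spleen. DDIT4, an inhibitor of mTOR, had a log2 fold change of 2.79 (adjusted p = 0.244) in the handled liver on 1 probe and 2.09 (adjusted p = 0.268) on another. PPP1R15A, which helps to dephosphorylate the initiation factor eIF2, had 1.29 (adjusted p = 0.306) and the AP-1 member FOSL2 2.09 (adjusted p = 0.236) in the handled spleen. None of these was called, and the calls of the handling reference shared 0 probes with those of the gradual or the acute rise in the liver and spleen. Over all tested probes the log2 fold changes of acute rise and handling correlated with r = 0.48 (covariance 0.145) in the liver and 0.65 (0.124) in the spleen, and those of gradual rise and handling with r = 0.30 (0.131) and 0.38 (0.0813). Both comparisons use the same reference arrays, and simulated data with no effect gave r = 0.50 (0.0615) and 0.50 (0.0422) for the first pair and 0.50 (0.0616) and 0.50 (0.0425) for the second, so part of the correlation may come from the shared arrays, and probes are not independent replicates. In the 24-array fit, acute rise and handling shared 49 calls of 1 direction in the liver and 24 in the spleen, and gradual rise and handling 64 and 20.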

Regarding the kidney, there was no overlap between the DE gene lists among the respective groups.

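In the kidney of handled fish, the GTPase RAB6 had a log2 fold change of 3.39 (SE 0.54, adjusted p = 0.267) and the tubulin TUBA1A a log2 fold change of 3.05 (SE 0.59, adjusted p = 0.334), both higher on both arrays than in the reference and neither called. PDSS2, which takes part in ubiquinone synthesis, had a log2 fold change of -1.63 (adjusted p = 0.233), and the microtubule-associated MAP1B one of 2.32 (adjusted p = 0.334). The handling reference shared 0 called probes with the gradual and 0 with the acute rise. Its log2 fold changes correlated with those of the acute rise with r = 0.52 (covariance 0.0991, against 0.50 and 0.0391 in simulated data with no effect) and with those of the gradual rise with r = 0.27 (covariance 0.0602, against 0.49 and 0.0387), across probes that share their reference arrays and are not independent. In the 24-array fit the shared calls of 1 direction were 2 with the acute and 10 with the gradual rise.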

### The responses to gradual and acute temperature rise are characterized by distinct gene-expression profiles

Pairwise comparisons revealed that a gradual temperature rise from 18 to 24°C induced the differential expression of a 2-fold (spleen) to 8-fold (liver) larger set of genes than did the acute temperature rise in the same range (Figures 3A,B and Supplementary Figure 1). In contrast, the lists of DE genes in fish transferred from the 18-°C tempered tanks to equally warm tanks (“handling reference”) or to tanks with 6°C warmer water (“acute temperature rise”) were similarly large (Figures 3B,C).

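Set against each other directly, the gradual and the acute group differed on 2419 probes in the liver, 430 in the spleen and 1301 in the kidney. In the spleen and kidney the gradual arrays lay in 1 row of the slide and the acute arrays in the other. Row and group therefore cannot be told apart there. The acute fish were also transferred 1 h before sampling and the gradual fish were not, so these differences take in the transfer as well. All 11 common genes of the acute rise were lower in the gradual than in the acute liver. The study chose them on these samples, so this is not independent evidence. Among them were DUSP1 with a log2 fold change of -4.15 (SE 0.27, adjusted p = 0.00279) and AHSA1 with -1.72 (SE 0.24, adjusted p = 0.00911), and FOSL2, whose gradual arrays were not well above background. In the kidney DUSP1 differed by -3.35 and in the spleen by -3.40 on the log2 scale. Higher in the gradual liver were 1358 probes and lower 1061, a split that was 1088 to 1268 with quantile normalization and 807 to 1576 with the percentile over all spots, whose medians over all probes were 0.18, 0.07 and -0.03. The corresponding splits were 164 to 266 in the spleen and 611 to 690 in the kidney, or 132 to 421 and 479 to 874 over all spots. Against the reference, the gradual rise gave 167 times as many calls as the acute rise in the liver and 44.8 times as many in the spleen, with 488 against 2 in the kidney. All 24 arrays in 1 fit gave 2005 against 225 in the liver, 391 against 132 in the spleen and 539 against 39 in the kidney. Normexp background correction gave 581 against 29, 162 against 65 and 155 against 49. Without gradual replicate 1, gradual replicate 2, acute replicate 1 or acute replicate 2, the direct comparison gave 958, 541, 981 and 332 calls in the liver, 0, 0, 216 and 0 in the spleen and 382, 939, 885 and 247 in the kidney. The 4 arrays of both groups alone gave 0 in the spleen and 470 in the kidney, and no filter on dim probes 21 and 99. With the row as a covariate the liver fit is the one without gradual replicate 2.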

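Set directly against the handled fish, the acutely warmed fish had 26 probes higher and 2 lower in the liver, 3 higher and 0 lower in the spleen, and 3 higher and 1 lower in the kidney. These 2 groups were moved in parallel and differed in the temperature of the water they reached and in their tanks, since the handled fish went from 1 tank into 1 other and the acute fish from 2 tanks into 2 others. HSPA1A stood higher in the warmed fish on the probe A_05_P252849, with a log2 fold change of 6.99 (SE 0.56, adjusted p = 0.0462) in the spleen and 6.82 (SE 0.26, adjusted p = 0.00175) in the kidney. On the probe A_05_P294847 it was called in all 3 tissues, where no handled array was well above background. In the liver the chaperone HSP90AA1 differed by 4.19 (SE 0.23, adjusted p = 0.0178), its activator AHSA1 by 2.71 (SE 0.24, adjusted p = 0.0289) and the immunophilin FKBP4 by 1.98 (SE 0.20, adjusted p = 0.0372). The arrays of both groups shared a slide row, but in the liver they lay on different slides. Without acute replicate 1 or 2 the direct comparison gave 0 and 0 calls in the liver, 2 and 1 in the spleen and 2 and 3 in the kidney, and without handling replicate 1 or 2 it gave 1 and 2, 0 and 0, and 3 and 4.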

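In fish warmed gradually, 21 probes were called the same way in the liver, spleen and kidney, 7 of them up and 14 down, where 0.0686 would be called by chance if the tissues were independent. The tissues may share fish, so they may not be independent. The difference of the 2 arrays correlated between tissues with 0.0832 to 0.339 in the reference and gradual groups. Arginase (ARG1), the last enzyme of the urea cycle, fell with log2 fold changes of -1.05, -3.41 and -1.86 in the liver, spleen and kidney, and the stress granule protein CAPRIN1 with -2.08, -1.25 and -1.80. FARSA, a subunit of phenylalanyl-tRNA synthetase, fell with -1.70, -1.18 and -1.30. The RNA helicase EIF4A2 of translation initiation rose with log2 fold changes of 1.59, 1.04 and 1.58, and a probe without a gene name, A_05_P466547, with 2.08, 1.20 and 1.49. Of the 13 named probes that the paper places in its common set, 12 were called in the liver, 10 in the spleen and 11 in the kidney. Common probes numbered 0, 1 and 1 without reference replicate 1 of the liver, spleen or kidney, 7, 2 and 4 without reference replicate 2, and 0 without either gradual replicate of any tissue. The 4 arrays of both groups alone left 0, no filter on dim probes 2 and all 24 arrays in 1 fit 44.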

The comparison of DE gene sets in the liver, spleen, and kidney after gradual temperature rise pointed to 12 shared DE features (including duplicated *EEF1A1* copies and an unknown feature; *c.f*. Figure 4A, upper panel). This gene set includes both upregulated (*EEF1A1*) and downregulated features (*SPCS2, DDX5, EDF1*) linked with the biofunctions *regulation of transcription* and/or *translation*. Furthermore, it contains upregulated genes involved in *unfolded protein response* (*SERPINH1, CLU*) and downregulated genes related to *response to cold* (*YBX2a, CIRBP*) and *glucocorticoid receptor signaling* (*AGT, FKBP5*). 

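Elongation factor EEF1A1, which brings aminoacyl-tRNAs to the ribosome, rose on the probe A_05_P247249 in the liver with a log2 fold change of 2.96 (SE 0.45, adjusted p = 0.0192) and in the kidney with a log2 fold change of 1.29 (SE 0.13, adjusted p = 0.0198), and had a log2 fold change of 1.26 (SE 0.21, adjusted p = 0.0525) in the spleen. A second probe, A_05_P450812, rose with a log2 fold change of 2.67 (adjusted p = 0.0199) in the liver and 1.18 (adjusted p = 0.0198) in the kidney and had 1.13 (adjusted p = 0.0594) in the spleen, where another EEF1A1 probe rose with 1.08 (adjusted p = 0.0307). The difference of the rises between liver and spleen was itself past the test (difference 1.70, SE 0.46, adjusted p = 0.0241 over 81 such tests), but not with quantile normalization. SPCS2, a subunit of the signal peptidase that trims secreted proteins, fell with -1.86 (SE 0.28, adjusted p = 0.0192) in the liver, -1.10 (SE 0.14, adjusted p = 0.0320) in the spleen and -1.45 (SE 0.14, adjusted p = 0.0198) in the kidney. Its second probe was not called, with 0.35 in the spleen and 0.65 in the kidney. Of all translation factors measured in the liver, 7 of 40 measured members rose, 6 fell and 27 did not pass the test (7 and 6 when adjusted over the list alone). Camera gave 0.810 (down) as adjusted p. EIF4E2, a repressor of cap-dependent translation, rose with 3.32 (adjusted p = 0.0177) on 1 of the 2 probes called among its 4, and EIF4E, which binds the mRNA cap, fell with -1.71 (adjusted p = 0.0147). Out of 10 calls, the number kept was 0 without reference replicate 1, 0 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Other settings left 7 with normexp background correction, 3 with no filter on dim probes, 5 with only the 4 arrays of both groups and 0 of 5 with the slide row as a covariate, and calls gained among 2 values not called numbered 2 with all 24 arrays in 1 fit, 2 with normexp background correction and 2 with a trended and robust variance.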

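SERPINH1, the collagen chaperone HSP47, rose on the probe A_05_P322977 in the spleen with a log2 fold change of 2.20 (SE 0.27, adjusted p = 0.0298) and in the kidney with a log2 fold change of 1.92 (SE 0.21, adjusted p = 0.0198), and had a log2 fold change of 1.97 (SE 0.61, adjusted p = 0.0822) in the liver. A second SERPINH1 probe rose in the spleen with a log2 fold change of 3.11 (adjusted p = 0.0140). Clusterin (CLU), an extracellular chaperone, rose in the liver with 1.83 (SE 0.28, adjusted p = 0.0189) and in the kidney with 2.12 (SE 0.38, adjusted p = 0.0340), and had 1.20 (SE 0.23, adjusted p = 0.0659) in the spleen, while a second clusterin probe was called up in all 3 tissues. Endoplasmic reticulum chaperones and genes of the unfolded protein response mostly fell where they changed in the kidney: 1 of 22 measured members rose, 4 fell and 17 did not pass the test (1 and 4 when adjusted over the list alone). Camera gave 0.136 (down) as adjusted p. SEC61A1, a pore of the reticulum, fell there with -1.02 (adjusted p = 0.0226). Of these 6 calls, those that still passed numbered 0 without reference replicate 1, 0 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Further settings kept 5 with normexp background correction, 2 with no filter on dim probes, 1 with only the 4 arrays of both groups, 5 with quantile normalization and 0 of 1 with the slide row as a covariate, and the 2 values not called included 1 that passed with all 24 arrays in 1 fit, 1 with normexp background correction and 1 with a trended and robust variance.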

Ingenuity bioinformatic analyses predicted that upstream transcription factor 1 (USF1) and the interaction of the transcriptional activators heat shock factors 1 and 2 (HSF1,−2), bHLH transcription factor MYC, CCAAT/enhancer binding protein beta (CEBPB), and deactivated tumor protein p53 (TP53) control the expression of the majority of the above genes, at least in mammals (Figure 4B).

**Figure 4:**
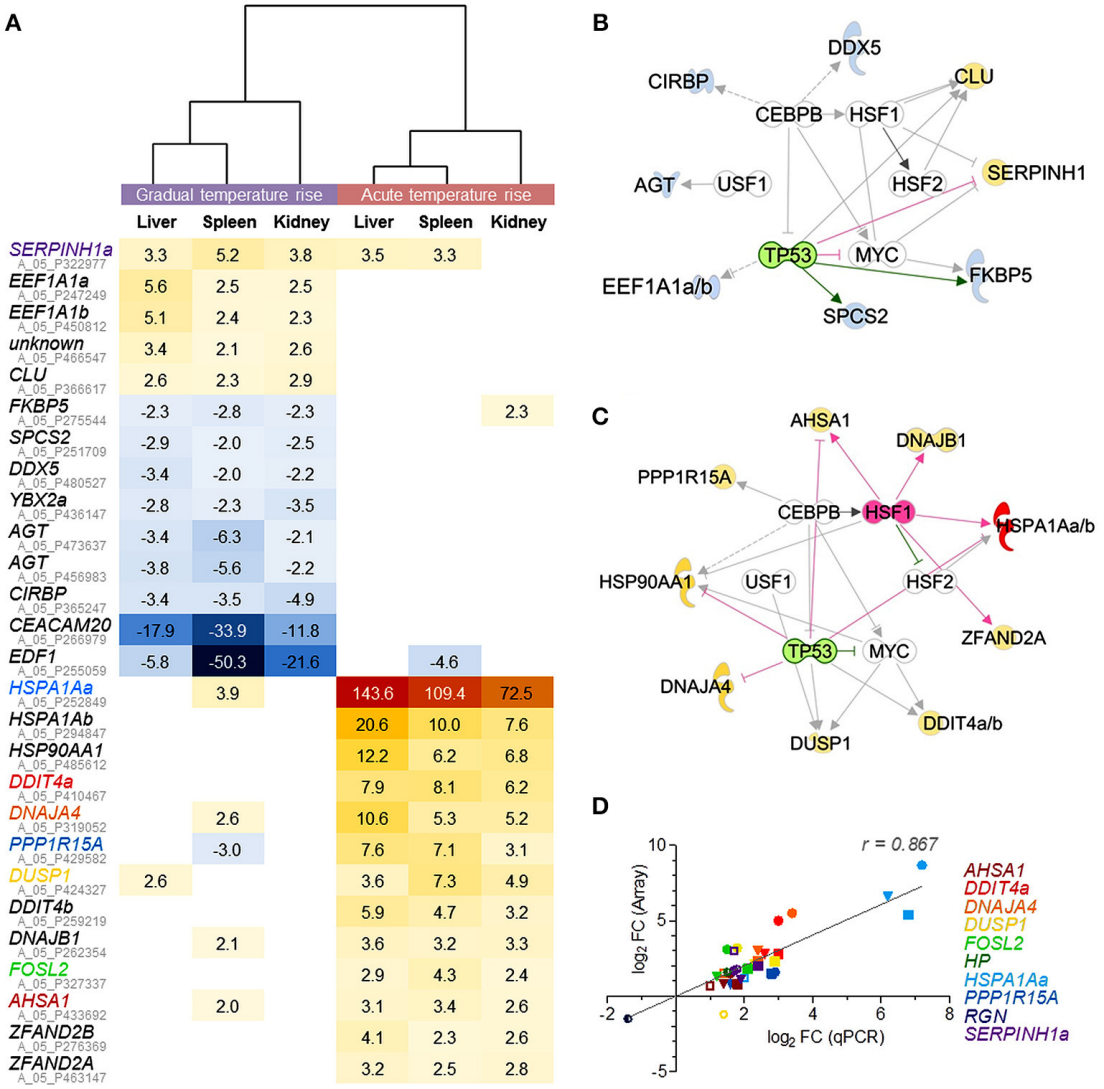
Microarray-based prediction of DE genes for gradual and acute temperature stress in maraena whitefish. **(A)** Hierarchical representation of DE features (*p* < 0.05; *q* < 0.05; −2.0 > FC < 2.0) shared by the liver, spleen, and kidney of maraena whitefish exposed to “gradual” (left panel) or “acute temperature rise” (right panel) as measured with microarray technology. The intensity and shade of the colored cells represent the normalized ratios, obtained after pairwise analysis with the “temperature reference group.” Gene symbols are listed with their respective Agilent IDs (in gray); the coloring of gene symbols (corresponding to the symbol colors in **D**) indicates that 10 selected FC values were validated using microfluidic qPCR. Interaction networks were generated using the IPA software to predict potential upstream regulators responsible for altered gene expression after **(B)** “gradual temperature rise” and **(C)** “acute temperature rise.” These regulators are arranged in the inner circle; predicted activation and inhibition are highlighted in pink and green, respectively. The affected genes are arranged in the outer circle; observed upregulation and downregulation are highlighted according to the colors of the heat map in **(A)**. The relationships between regulators and genes are displayed by arrows indicating induction (pink), repression (green) or uncertainty due to lack of knowledge or the state of downstream factors (gray). **(D)** The linear correlation plot shows the concordance of array (ordinate) and qPCR (abscissa) results for selected genes. Normalized log_2_ FC values were plotted for “gradual temperature rise” vs. “temperature reference” (open symbols), “acute temperature rise” vs. “temperature reference” (filled symbols) and “gradual” vs. “acute temperature rise” (semi-open symbols) comparisons in in the liver (circle), spleen (square) or kidney (triangle). Pearson's correlation is indicated. Symbol colors correspond with the colors of the gene symbols, as listed on the right margin and in **(A)**.

A different set of 13 genes (including duplicated *HSPA1A* and *DDIT4* gene copies) was commonly upregulated across the liver, spleen and kidney after acute temperature rise (Figure 4A). 

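Of the 13 probes named in Figure 4A for the acute rise, 4 were called in the liver, 2 in the spleen and 2 in the kidney, and all 13 had a positive log2 fold change in each tissue. HSPA1A was the gene called in every tissue, on the probe A_05_P294847. That made 1 common probe, kept without any 1 acute or reference array of the spleen and lost (0 probes) without any 1 acute or reference array of the liver or kidney, and there were 10 with all 24 arrays in 1 fit, 8 with normexp background correction, 4 with a trended and robust variance and 0 with no filter on dim probes. As a group of 11 genes that the study chose on these samples, and so not independent evidence, they gave in the liver 4 rises and 0 falls among 11 measured members, with 7 not passing (11 and 0 when adjusted over the list alone). Camera gave 4.68e-27 (up) as adjusted p and adjusted p = 0.155 with an estimated correlation. In the spleen 1 member rose, 0 fell and 10 did not pass among 11 measured (11 and 0 when adjusted over the list alone). Camera gave 7.26e-16 (up) as adjusted p and adjusted p = 0.322 with an estimated correlation. Within the kidney 1 rose and 0 fell of 11 measured, and 10 did not pass (11 and 0 when adjusted over the list alone). Camera gave 9.65e-09 (up) as adjusted p and adjusted p = 0.412 with an estimated correlation. The median log2 fold changes of the group were 2.51, 2.50 and 1.84. In the fit with all 24 arrays 13, 12 and 10 of the 13 probes were called, and without reference replicate 1, reference replicate 2, acute replicate 1 or acute replicate 2 the called probes numbered 0, 0, 0 and 0 in the liver, 2, 1, 2 and 1 in the spleen and 1, 1, 2 and 1 in the kidney.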

Again, USF1, HSF2, MYC, CEBPB, and activated HSF1 with simultaneously inactivated TP53 were predicted to promote the expression of most of these 13 genes (Figure 4C) contributing to the pathways *aldosterone signaling* (*HSPA1Aa*, -*b, HSP90AA1, DNAJB1, DUSP1*) and *unfolded protein response* (*HSPA1Aa*, -*b, PPP1R15A, DNAJA4*), involving most likely co-chaperones (*AHSA1*) and factors with HSP-like functions (encoded by *ZFAND2A, ZFAND2B*), as well as factors regulating *cell proliferation* and *cell death* (*FOSL2, DDIT*) (Figure 4A, lower panel).

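Cytosolic chaperones and co-chaperones were higher in all 3 tissues 1 h after the transfer. In the liver 3 of 27 measured members rose, 0 fell and 24 did not pass the test (15 and 0 when adjusted over the list alone). Camera gave 8.02e-15 (up) as adjusted p and adjusted p = 0.155 with an estimated correlation. For the spleen, 32 members were measured, of which 1 rose, 0 fell and 31 did not pass (12 and 0 when adjusted over the list alone). Camera gave 9.35e-14 (up) as adjusted p and adjusted p = 0.353 with an estimated correlation. On kidney arrays 1 rose and 0 fell of 31 measured, and 30 did not pass (13 and 0 when adjusted over the list alone). Camera gave 1.88e-05 (up) as adjusted p and adjusted p = 0.452 with an estimated correlation. The list holds 5 of the genes that the study chose on these samples (HSPA1A, HSP90AA1, DNAJA4, DNAJB1 and AHSA1), so these counts are not independent evidence of its direction. Endoplasmic reticulum chaperones and unfolded protein response genes gave in the liver the call of PPP1R15A alone, so 1 member rose, 0 fell and 21 did not pass among 22 measured (1 and 0 when adjusted over the list alone). Camera gave 9.17e-09 (up) as adjusted p and adjusted p = 0.320 with an estimated correlation. With the row on the slide as a covariate that list had 0.0652. Within the spleen 0 of 22 measured members rose, 0 fell and 22 did not pass the test (1 and 0 when adjusted over the list alone). Camera gave 4.30e-05 (up) as adjusted p and adjusted p = 0.360 with an estimated correlation. In the kidney 0 members rose, 0 fell and 22 did not pass among 22 measured (2 and 1 when adjusted over the list alone). Camera gave 2.00e-06 (up) as adjusted p and adjusted p = 0.452 with an estimated correlation.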

In conclusion, the upstream regulatory networks in Figures 4B,C suggest that an identical set of partially modulated transcriptional activators trigger very distinct responses to either gradual or acute temperature rise in the liver, spleen, and kidney. 

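XBP1, the transcription factor that drives the unfolded protein response, fell in the liver of gradually warmed fish with a log2 fold change of -1.16 (SE 0.16, adjusted p = 0.0168), and P4HB, which forms disulfide bonds in the endoplasmic reticulum, fell with a log2 fold change of -1.40 (SE 0.24, adjusted p = 0.0237). SSR1, a subunit of the translocon-associated complex, rose with a log2 fold change of 1.18 (adjusted p = 0.0169). Of endoplasmic reticulum chaperones and unfolded protein response genes in the liver, 2 of 22 measured members rose, 8 fell and 12 did not pass the test (2 and 11 when adjusted over the list alone). Camera gave 0.0498 (down) as adjusted p and adjusted p = 0.963 with an estimated correlation. Camera did not pass 0.05 with quantile normalization (0.103), with scaling to the array median (0.0658), with the 75th percentile taken over all spots (0.132), without reference replicate 1 (0.0987) and without gradual replicate 2 (0.293). After the acute rise the member called in the liver was PPP1R15A, which was not called after the gradual rise, and the other members called in the liver belonged to the gradual rise. In the spleen the gradual rise gave 0 rises and 1 fall among 22 measured members, with 21 not passing (1 and 1 when adjusted over the list alone). Camera gave 0.0900 (down) as adjusted p, and the call was SPCS2. With 1 array left out at a time, the calls that remained of 3 numbered 0 without reference replicate 1, 0 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. The number passing in other settings was 2 with no filter on dim probes, 2 with the percentile over all spots and 0 with the slide row as a covariate.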

Although the two pathways *unfolded protein response* and *aldosterone signaling in epithelial cells* belong to the most-regulated pathways after gradual and acute temperature stress (Tables 2, 3), both are constituted by completely different gene sets. In addition, the two different treatment conditions activated several distinct stress type- and tissue-specific pathways.

### Microfluidic qPCR data confirm the microarray-identified expression differences of selected genes

The microfluidic qPCR technology was used to verify the array-predicted expression differences of ten selected genes induced by either gradual or acute temperature rise and that are known to be involved in different mammalian cellular pathways (*cf*. Tables 2, 3), i.e., *DDIT4a* (*mTOR signaling*), *DNAJA4* (*NRF2-mediated oxidative stress response*), *DUSP1* (*p38 MAPK signaling*), *HP* (*acute-phase response signaling*), *HSPA1Aa* (*aldosterone signaling in epithelial cell, unfolded protein response*), *PPP1R15A* (*EIF2 signaling*), *RGN* (*glucose/glucose-1-phosphate degradation*) and *SERPINH1a* (*collagen biosynthesis*), as well as *AHSA1* and *FOSL2* (Figure 4D). 

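The qPCR values of the paper's Supplementary Table 1 and the array values were set side by side for 10 genes, 3 tissues and the gradual and acute rise, which gave 60 pairs of log2 fold changes. Across these pairs, which are not independent replicates, Pearson's r was 0.917 and Spearman's rho 0.901. The gradual pairs alone gave r = 0.809 (rho 0.852) and the acute pairs r = 0.925 (rho 0.876). The array values include probes that are dim in a group, such as that of HSPA1A, the chaperone gene with the largest values. Without HSPA1A r was 0.867. Without the 2 pairs farthest from the median qPCR value r was 0.873. With the probe of highest signal for each gene in place of the Figure 4A probe where there is 1, r was 0.562 and rho 0.726. That replacement changed the values of HSPA1A alone. They then came from A_05_P276625, which the authors' deposited tables name HSPA8.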

Profiles across these ten target genes confirmed a high concordance (Pearson product-moment correlation coefficient, *r* = 0.9) between both technologies. Moreover, qPCR data confirmed the statistical significance of the large majority of microarray-predicted FC values of fish exposed to the “gradual temperature rise” or “acute temperature rise” relative to the “temperature reference” fish (Supplementary Table 1).

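Among the 57 pairs with a qPCR log2 fold change other than 0, the array value had the same sign in 49. Of the 31 pairs that the paper marks at a p of 0.05 or less by qPCR, 30 had the same sign on the arrays. The exception was haptoglobin (HP), an acute-phase protein that binds free haemoglobin, in the liver of gradually warmed fish, and the HP probes themselves went both ways there: 5 of 6 fell and their log2 fold changes ran from -2.05 to 0.56, with a log2 fold change of -1.51 (SE 0.26, adjusted p = 0.0235) on 1 of them. Leaving out 1 array at a time, r over all pairs ran from 0.904 to 0.927. From the qPCR values the paper reasons that most of the array fold changes are significant.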

### Meta-analysis endorses the modulation of particular gene-expression profiles upon acute temperature stress in different salmonid species

Our array analysis identified 22 genes (excluding duplicated copies) that were commonly regulated by gradual and acute temperature rise in the three investigated maraena whitefish tissues (*cf*. Figure 4A). Based on this list, we screened similar bioprojects having detected differentially regulated genes upon heat stress in salmonid fish species using microarray (Vornanen et al., 2005; Lewis et al., 2010; Quinn et al., 2011a,b; Rebl et al., 2013; Anttila et al., 2014; Jeffries et al., 2014; Verleih et al., 2015) or RNA-seq technique (Narum and Campbell, 2015; Tomalty et al., 2015). It should be noted that these investigations cover a broad temperature range (4–28°C) and also a broad range of tissues (including heart ventricle, kidney, gills, and blood cells), apart from different feeding regimes, sampling procedures and housing conditions.

The enquiry confirmed, however, that the maraena-whitefish genes induced by acute temperature rise in our study have the potential to reliably indicate acute heat stress in salmonid fish in general, as they were also significantly upregulated in at least three out of the seven acute-stress studies (Figure 5). The only exception is *DNAJA4*, which was found to be upregulated by a factor of three in one single array-based investigation (Verleih et al., 2015). In contrast to acute-stress-responding genes, the genes responding to gradual stress revealed a rather occasional accordance with our list of DE genes from maraena whitefish. Nevertheless, we found for *SERPINH1, EEF1A1*, and *CIRBP* one to three gradual-stress studies supporting our results.

**Figure 5:**
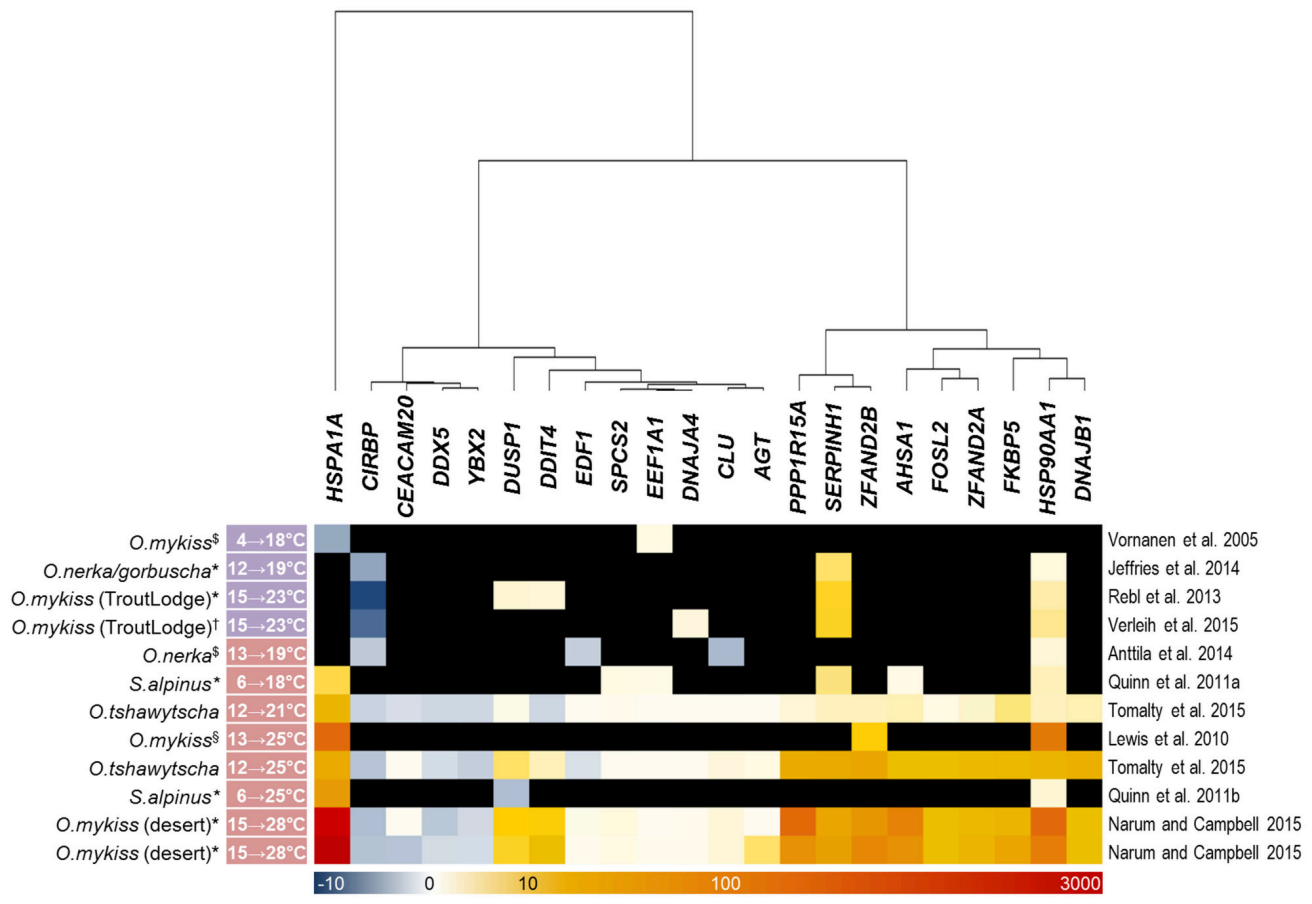
Thermoregulated genes in salmonid fish species after gradual and acute temperature rise (marked with a purple and red label, respectively, alongside the experimental temperature range given at the left-hand side) investigated in previous studies. The intensity and shade of the colored cells correspond to the color bar below the heat map and reflect FC expression values relative to the respective control groups; black fields denote missing information (only referring to microarray studies). Note that the included studies focused on different salmonid species (incl. strains) and—if applicable—tissues, marked with (^$^) for heart ventricle, (*) for gills, (^†^) for kidney, and (^§^) for red blood cells, as indicated. A literature reference is given at the right-hand side.

## Discussion

Improper husbandry conditions generally equate either to the sudden and possibly repeated appearance of one or even a combination of distinct environmental stressors (acute stress) or the persistent presence of stressful stimuli (chronic stress). Fish are—like all vertebrates—able to buffer exogenously induced perturbations to their homeostasis, which is reflected by various physiological alterations, including modulated gene expression. Therefore, particular gene-expression profiles indicate the type of stress exposure. The fast and reliable detection of an informative set of animal-based marker genes indicating the type and the severity of stress exposure would clearly improve welfare concepts and hence the health of farmed fish in aquaculture facilities.

In the present study, maraena whitefish were subjected to gradual or acute heat stress from 18 to 24°C. As expected, the majority of the commonly regulated genes in the investigated tissues encode cytoprotectors and key responders to stress, as discussed below. Moreover, we recorded the levels of the “traditional” plasma parameters cortisol and glucose, but we did not detect any statistically significant differences across the investigated groups. Previous analyses in salmonids revealed that cortisol concentrations of about 100 mg/ml and higher reflect stressful conditions (Procarione et al., 1999; Gesto et al., 2008; Conde-Sieira et al., 2010; Tahmasebi-Kohyani et al., 2012). We detected similarly high cortisol concentrations with high inter-individual variance in all groups analyzed. Since the maraena whitefish used in the present study were the first generation maintained in an anthropogenic environment and therefore considered as sensitive as wild fish, the elevated cortisol concentrations suggestively indicate the immediate response to the final sampling procedure rather than to the experimental stressor (see also Ortuño et al., 2002; Gräns et al., 2016). Additionally, numerous researches have expressed doubt about the reliability and information value of both parameters under certain circumstances (Martinez-Porchas et al., 2009; Roberts et al., 2010; Aerts et al., 2015; Rebl et al., 2017), also because preformed cortisol can be rapidly released upon exposition to an acute stressor, while gene expression changes take significantly longer periods of time (Das et al., 2018) and should thus be better suited to assess fish's long-term response to stress.

Both, gradual and acute temperature stress activated the expression of distinct—almost non-overlapping—sets of genes reflecting specific strategies either to adapt to slightly elevating ambient temperatures or to survive a heat shock. 

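The called genes of both kinds of warming had HSP90AA1 in common in the liver and HSPA1A in the spleen and kidney, 1 probe in each tissue, all risen in both. By chance 0.316, 0.00959 and 0.0232 shared rises would be met in the liver, spleen and kidney, and simulated data with no effect gave 0, as they hold almost no calls, which says nothing of what the shared reference arrays add. Over all tested probes the log2 fold changes of gradual and acute rise correlated with r = -0.02 (covariance -0.00690) in the liver, 0.35 (0.0878) in the spleen and 0.22 (0.0577) in the kidney. The shared reference arrays alone gave 0.50 (0.0613), 0.50 (0.0425) and 0.49 (0.0390) in the simulated data, and probes are not independent replicates. Part of the correlation in the spleen and kidney may therefore come from the shared arrays. The liver had no positive correlation to account for, and its value lay below that of the simulated data. With so few acute calls the overlap is limited by their number, and in the 24-array fit 38, 47 and 9 probes were called in 1 direction by both and 42, 0 and 0 in opposite directions. From these nearly separate sets the paper reasons that the fish follow a strategy of adjusting to slow warming and another of surviving a heat shock.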

The repeated appearance of a low-intensity stressor was proven to eventually lead to attenuated stress responses. This desensitization process represents an important step on the way to the adaptation to moderately stressful conditions, as reviewed in von Borell (2000), and is characterized by comprehensive alterations in gene expression, as observed in this study for maraena whitefish within only 12 days in a gradually increasing ambient temperature. In contrast, harmful stress stimuli are likely to intensify the physiological response, known as sensitization. Provided that our temperature trial evoked two different responses in the direction of desensitization or sensitization, both responses were necessarily expected to be characterized by a cluster of particular DE genes.

### DE genes and specific pathways indicate the response to gradual temperature rise

The “gradual temperature stress” experiment was configured to mimic the seasonal elevation of water temperature in open aquaculture facilities. Surprisingly, we found downregulated features commonly present in liver, spleen, and kidney of gradually—but not acutely—stressed maraena whitefish. 

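CIRBP, an RNA-binding protein induced by cold, fell after gradual warming on the probe A_05_P365247 with a log2 fold change of -2.16 (SE 0.21, adjusted p = 0.00952) in the liver, a log2 fold change of -1.52 (adjusted p = 0.0214) in the spleen and -2.14 (adjusted p = 0.0102) in the kidney. Of its measured probes, 3 of 10 fell in the liver, 2 of 11 in the spleen and 4 of 11 in the kidney, and none rose. YBX2, a cold-shock domain protein that binds mRNA, fell with -1.71 (adjusted p = 0.0186), -1.52 (adjusted p = 0.0145) and -2.33 (adjusted p = 0.0198) in the same order. After the acute rise CIRBP had -0.17, -0.11 and 0.05, and YBX2 0.09, 0.14 and 0.13, none called. The gradual and the acute group also differed directly, for CIRBP by -1.99 (SE 0.21, adjusted p = 0.00543) in the liver and -2.19 (SE 0.12, adjusted p = 0.00399) in the kidney. Over the common genes of the gradual rise, 11 genes that the study chose on these samples and so not independent evidence, the direct comparison in the liver gave 2 rises and 8 falls among 11 measured members, with 1 not passing (2 and 8 when adjusted over the list alone). Camera gave 0.0133 (down) as adjusted p and adjusted p = 0.515 with an estimated correlation. On spleen arrays 1 member rose, 7 fell and 3 did not pass among 11 measured (1 and 7 when adjusted over the list alone). Camera gave 0.00141 (down) as adjusted p and adjusted p = 0.374 with an estimated correlation. For the kidney, 1 rose and 8 fell of 11 measured, and 2 did not pass (2 and 8 when adjusted over the list alone). Camera gave 0.0593 (down) as adjusted p. Among 6 calls given with a value, the number passing was 0 without reference replicate 1, 3 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Alternative settings left 2 with no filter on dim probes, 2 with only the 4 arrays of both groups and 0 of 2 with the slide row as a covariate, and none of the 6 values not called passed with all 24 arrays in 1 fit, with normexp background correction or with a trended and robust variance.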

A conclusive explanation for this is that few of those genes are activated upon cooling, i.e., the cold-inducible RNA-binding protein (CIRBP), Y-box protein 2 (YBX2) and angiotensinogen (AGT).

CIRBP is probably the best characterized “cold-shock protein” in vertebrates (Phadtare et al., 1999). It is significantly upregulated after cold-shock (Gracey et al., 2004) and consequently down-regulated in fish during heat stress (Rebl et al., 2013; Verleih et al., 2015). Our research at gene-expression databases confirmed that reduced CIRBP levels are frequent indicators of gradual and also acute heat stress. For instance, in heat-stressed Chinook salmon *Oncorhynchus tshawytscha, CIRBP* has been downregulated together with *YBX2* (Tomalty et al., 2015). YBX2 (alias MSY2 and CSDA3) also belongs to the “cold-shock proteins” containing a “cold-shock conserved site” mediating the survival of prokaryotes at temperatures below the optimal growth temperature (Phadtare et al., 1999).

Low temperatures activate the renin–angiotensin–aldosterone system, of which angiotensinogen (*AGT*, alias *SERPINA8*) is a principal effector elevating blood pressure, thus reducing blood flow and heat emission (Hiramatsu et al., 1984; Cassis et al., 1998). *Vice versa*, the reduced *AGT* levels observed in gradually heat-stressed maraena whitefish most likely indicate accelerated blood flow to allow for increased oxygen transport rate in order to counteract hypoxia. Angiotensinogen is considered an acute-phase protein (Soden et al., 1994) that is involved in *acute-phase response signaling* in maraena whitefish exposed to gradual, but not acute, temperature rise. 

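Angiotensinogen (AGT), the precursor of the angiotensins that act on blood pressure and salt balance, fell on the probe A_05_P473637 with a log2 fold change of -1.73 (SE 0.22, adjusted p = 0.0141) in the liver and a log2 fold change of -3.85 (SE 0.34, adjusted p = 0.0147) in the spleen of gradually warmed fish, and had a log2 fold change of -1.13 (adjusted p = 0.0833) in the kidney. A second probe, A_05_P456983, fell with -2.02 (adjusted p = 0.0136) in the liver and -3.66 (adjusted p = 0.0214) in the spleen and had -1.41 (adjusted p = 0.0605) in the kidney. The fall differed between spleen and kidney (difference -2.72, SE 0.47, adjusted p = 0.00118 over 81 such tests). The complement genes C3 and CFB had 0.15 and 0.08 in the liver, neither called, and in the kidney a probe of CFB fell with -2.37 (adjusted p = 0.0202). C7, a component of the membrane attack complex, fell in the liver with a log2 fold change of -3.28 (adjusted p = 0.0108), and C9 rose with 1.21 (adjusted p = 0.0137). Of the acute-phase and complement proteins in the liver 28 members were measured, of which 1 rose, 3 fell and 24 did not pass (2 and 3 when adjusted over the list alone). Camera gave 0.648 (up) as adjusted p. Within the kidney 1 rose and 2 fell of 18 measured, and 15 did not pass (1 and 4 when adjusted over the list alone). Camera gave 0.591 (up) as adjusted p. In the spleen 0 members rose, 2 fell and 17 did not pass among 19 measured (0 and 5 when adjusted over the list alone). Camera gave 0.0475 (down) as adjusted p and adjusted p = 0.599 with an estimated correlation. The spleen value did not pass 0.05 with normexp background correction (0.0524), without reference replicate 1 (0.105) and without gradual replicate 1 (0.0560), and in the kidney the median of the group was -0.23 although camera pointed up. When a replicate was dropped, the number still called out of 7 was 0 without reference replicate 1, 3 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Calls kept in other settings numbered 5 with no filter on dim probes, 4 with only the 4 arrays of both groups, 6 with all 24 arrays in 1 fit and 0 of 4 with the slide row as a covariate, and the 4 values not called included 2 that passed with all 24 arrays in 1 fit, 1 with normexp background correction and 1 with a trended and robust variance. Outside these counts, in the gradually warmed spleen C3 had -2.52 (adjusted p = 0.0615) and CFB 0.37 (adjusted p = 0.822), neither called.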

Here, AGT was predicted to act in conjunction with members of the complement cascade (C3, CFB), mitogen-activated protein kinases (MAPK), haptoglobin (HP) and other acute-phase proteins. The regulation of the *acute-phase response signaling* together with *complement system* during gentle temperature stress over a longer period of time has been previously observed in rainbow trout (Rebl et al., 2013).

The heat-shock protein HSP47, encoded by the *SERPINH1* gene, emerged in the present study as a clearly increased feature in different tissues of maraena whitefish challenged either by gradual or acute temperature rise. 

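In acutely warmed fish SERPINH1, which encodes the collagen chaperone HSP47, had on the probe A_05_P322977 a log2 fold change of 2.23 (SE 0.61, adjusted p = 0.366) in the liver, a log2 fold change of 1.73 (SE 0.27, adjusted p = 0.0982) in the spleen and a log2 fold change of 1.63 (SE 0.21, adjusted p = 0.112) in the kidney, none called. Both acute arrays lay above both reference arrays in each tissue. The paper's qPCR gave rises of 3.3-fold, 4.1-fold and 2.2-fold, each marked at a p of 0.05 or less. Of 3 SERPINH1 probes 0 were called after the acute rise, with log2 fold changes from 0.14 to 2.36 in the liver. Collagens and collagen processing genes gave in the liver 0 rises and 0 falls among 18 measured members, with 18 not passing (1 and 0 when adjusted over the list alone). Camera gave 0.156 (up) as adjusted p. They were higher in the spleen (camera adjusted p = 0.0300, up, adjusted p = 0.600 with an estimated correlation, median 0.21), but did not pass 0.05 with the 75th percentile taken over all spots (0.0596), without reference replicate 1 (0.239) and without acute replicate 2 (0.0840). On kidney arrays 0 rose and 0 fell of 17 measured, and 17 did not pass (1 and 1 when adjusted over the list alone). Camera gave 0.699 (up) as adjusted p. The number passing among 3 values not called was 1 with all 24 arrays in 1 fit, 2 with normexp background correction and 2 with a trended and robust variance.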

Previous studies into the thermal response of salmonids have demonstrated the significant potential of *SERPINH1* as a biomarker for heat stress in various tissues of different salmonid species, i.e., sockeye salmon *Oncorhynchus nerka* (Jeffries et al., 2012), rainbow trout *O. mykiss* (Rebl et al., 2013; Verleih et al., 2015; Wang et al., 2016; Li et al., 2017), Pacific salmon *O. gorbuscha* and *O. nerka* (Jeffries et al., 2014), Chinook salmon *O. tshawytscha* (Tomalty et al., 2015) and lake whitefish *Coregonus clupeaformis* (Stefanovic et al., 2016). HSP47 localizes to the endoplasmic reticulum (ER) and mainly chaperones collagen (Nagata et al., 1988; Nakai et al., 1992), a major component of the extracellular matrix, in mammals and in fish (Bhadra and Iovine, 2015). In this respect, it is worth noting that the predominant secondary structures in collagen are concatenated (hydroxyl-)proline residues and the related pathways *(hydroxyl-)proline degradation* were overexpressed in the liver of maraena whitefish that were challenged by gradual and acute temperature rise. 

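ALDH4A1, the enzyme that completes the breakdown of proline and hydroxyproline, had in the liver of acutely warmed fish a log2 fold change of -1.39 (SE 0.19, adjusted p = 0.117), which was not called. Ornithine aminotransferase (OAT), which links ornithine to proline, fell in the gradually warmed liver with a log2 fold change of -1.14 (SE 0.19, adjusted p = 0.0220), and ASS1 of the urea cycle rose with a log2 fold change of 1.81 (adjusted p = 0.0107). For amino acid degradation and the urea cycle the gradual rise gave in the liver 2 rises and 2 falls among 19 measured members, with 15 not passing (2 and 2 when adjusted over the list alone). Camera gave 0.648 (up) as adjusted p. Acute warming gave 0 rises and 0 falls among 19 measured members, with 19 not passing (1 and 0 when adjusted over the list alone). Camera gave 0.647 (up) as adjusted p. Of the collagens and collagen processing genes in the gradually warmed liver, 1 member rose, 2 fell (and 1 had probes called both ways) and 14 did not pass among 18 measured (1 and 2 when adjusted over the list alone). Camera gave 0.509 (up) as adjusted p. FKBP10, a collagen chaperone, fell with -1.88 (adjusted p = 0.0199). Out of 3 calls, the number kept was 0 without reference replicate 1, 2 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Further settings kept 1 with normexp background correction, 2 with no filter on dim probes and 0 with the slide row as a covariate, and the value not called passes with all 24 arrays in 1 fit, with normexp background correction and with a trended and robust variance.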

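HSP90AB1, the constitutive cytosolic chaperone HSP90 beta, rose in the liver of gradually warmed fish on all of its 6 probes, with a log2 fold change of 1.93 (SE 0.16, adjusted p = 0.00943) on 1 of them, and in the spleen on 1 of 6 with a log2 fold change of 1.04 (SE 0.15, adjusted p = 0.0375). HSPA8, the constitutive HSP70, had a log2 fold change of -0.08 (adjusted p = 0.797) in the liver and 0.12 (adjusted p = 0.701) in the spleen on its brightest probe. A_05_P276625, which is HSPA8 in the authors' deposited tables and heat shock protein 70 in the design, and is counted under HSPA1A here, rose in the spleen with 2.13 (adjusted p = 0.0251). HSPA1A, the inducible relative of HSPA8, was at least 2.75-fold higher (adjusted p = 0.0458) in the spleen on the probe A_05_P294847, and rose in the kidney on the probe A_05_P252849 with a log2 fold change of 2.01 (adjusted p = 0.0202). The HSP40 co-chaperones DNAJA4 and DNAJB1 had 1.75 (adjusted p = 0.116) and 1.24 (adjusted p = 0.0950) in the spleen, and HSPA5, the chaperone of the endoplasmic reticulum, fell in the kidney with -1.30 (adjusted p = 0.0277). Over cytosolic chaperones and co-chaperones in the spleen, 2 members rose, 1 fell and 29 did not pass among 32 measured (9 and 2 when adjusted over the list alone). Camera gave 1.47e-05 (up) as adjusted p and adjusted p = 0.599 with an estimated correlation. For the liver, 3 rose and 3 fell of 27 measured, and 21 did not pass (4 and 3 when adjusted over the list alone). Camera gave 0.538 (up) as adjusted p. In the kidney 1 of 31 measured members rose, 5 fell and 25 did not pass the test (1 and 5 when adjusted over the list alone). Camera gave 0.628 (down) as adjusted p. The chaperonin subunit CCT3 fell there with -1.45 (adjusted p = 0.0198). Of these 7 calls, those that still passed numbered 0 without reference replicate 1, 1 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. The number passing in other settings was 5 with normexp background correction, 1 with no filter on dim probes, 1 with only the 4 arrays of both groups, 6 with all 24 arrays in 1 fit and 0 of 1 with the slide row as a covariate, and the 4 values not called included 2 that passed with all 24 arrays in 1 fit, 0 with normexp background correction and 0 with a trended and robust variance.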

Besides *SERPINH1*, we detected more upregulated members of the HSP family in the liver (*HSP90AB1, HSPB5, HSPA8*), spleen (*HSPA8, HSP1A1, HSP90AB1, DNAJA4, DNAJB1*) and kidney (*HSPA5*) of gradually stressed maraena whitefish, but these were not uniformly induced in all three tissues. We refer in this context to FK506-binding protein 5 (*FKBP5*), which inhibits the activity of the heterocomplex of HSP90 and the glucocorticoid receptor (Nair et al., 1997; Wochnik et al., 2005). 

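FKBP5, a co-chaperone that lowers the affinity of the glucocorticoid receptor, fell after gradual warming on the probe A_05_P275544 with a log2 fold change of -1.55 (SE 0.27, adjusted p = 0.0234) in the liver, a log2 fold change of -1.43 (SE 0.23, adjusted p = 0.0477) in the spleen and a log2 fold change of -1.30 (SE 0.20, adjusted p = 0.0261) in the kidney. FKBP4, which acts on the same receptor in the opposite sense, rose in the liver with a log2 fold change of 1.27 (adjusted p = 0.0200). Of the glucocorticoid-responsive genes, which include FKBP5, in the liver 0 of 8 measured members rose, 3 fell and 5 did not pass the test (0 and 4 when adjusted over the list alone). Camera gave 0.209 (down) as adjusted p. For the spleen, 0 members rose, 1 fell and 6 did not pass among 7 measured (0 and 2 when adjusted over the list alone). Camera gave 0.00437 (down) as adjusted p and adjusted p = 0.465 with an estimated correlation. For the kidney, 0 rose and 2 fell of 8 measured, and 6 did not pass (0 and 3 when adjusted over the list alone). Camera gave 0.136 (down) as adjusted p. With 1 array left out at a time, the calls that remained of 4 numbered 0 without reference replicate 1, 0 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Alternative settings left 3 with normexp background correction, 1 with no filter on dim probes, 2 with only the 4 arrays of both groups and 0 of 2 with the slide row as a covariate.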

*FKBP5* was downregulated in gradually stressed maraena whitefish indicating most likely a removal of barriers to enhance the responsiveness of the glucocorticoid receptor (Gillespie et al., 2009) reflected by the modulation of the *glucocorticoid receptor signaling* pathway in the liver and spleen. 

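After the acute rise FKBP5, a negative regulator of glucocorticoid receptor binding, had a log2 fold change of 1.31 (SE 0.27, adjusted p = 0.234) in the liver, a log2 fold change of 0.90 (SE 0.23, adjusted p = 0.208) in the spleen and a log2 fold change of 1.12 (SE 0.20, adjusted p = 0.139) in the kidney, higher on both acute arrays than on both reference arrays in each tissue and called in none. The glucocorticoid-responsive genes as a group were higher in the liver, where 0 of 8 measured members rose, 0 fell and 8 did not pass the test (3 and 0 when adjusted over the list alone). Camera gave 8.38e-06 (up) as adjusted p and adjusted p = 0.168 with an estimated correlation. Within the spleen 7 members were measured, of which 0 rose, 0 fell and 7 did not pass (3 and 0 when adjusted over the list alone). Camera gave 0.000137 (up) as adjusted p and adjusted p = 0.322 with an estimated correlation. Within the kidney 0 rose and 0 fell of 8 measured, and 8 did not pass (4 and 2 when adjusted over the list alone). Camera gave 0.142 (up) as adjusted p. Set directly against the gradual group, FKBP5 was lower in the gradual liver by -2.86 (SE 0.27, adjusted p = 0.00456) and in the gradual kidney by -2.42 (SE 0.20, adjusted p = 0.00813) on the log2 scale. Calls gained among 3 values not called numbered 1 with all 24 arrays in 1 fit, 1 with normexp background correction and 0 with a trended and robust variance.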

Interestingly, we and others (Narum and Campbell, 2015; Tomalty et al., 2015) found that acute stress provokes the upregulation of *FKBP5*, suggesting that the factor itself is tightly controlled dependent on the intensity, type and/or duration of stress.

Comparable to the *SERPINH1* mRNA abundance, the level of mRNA coding for clusterin (*CLU*) and the eukaryotic translation elongation factor 1-alpha 1 (*EEF1A1*, represented by duplicated gene copies) were significantly increased after gradual stress in maraena whitefish. CLU (alias *APOJ*) is not an HSP, but is considered as an extra- and intra-cellular chaperone that binds to misfolded proteins and inhibits their aggregation (Wyatt et al., 2009). Reflecting these vital functions, CLU has been referred to a “sensitive biosensor of environmental insults, specifically oxidative stress” (Trougakos, 2013) and “a protector against stress” in mammals (Criswell and Boothman, 2005). *EEF1A1* has been detected as an upregulated feature in heat-stressed rainbow trout (Vornanen et al., 2005). The encoded elongation factor supports the binding of heat-shock factor 1 to its response element in mammalian target promoters (Shamovsky et al., 2006) and ensures the fast export from the nucleus and the efficient translation of HSP1A1-encoding mRNAs (Vera et al., 2014). Moreover, EEF1A1 is inhibits the pro-apoptotic actions of TP53 (Blanch et al., 2013). This effect might have been enhanced by the down-regulation of *DDX5*, as observed in the present study in gradually stressed maraena whitefish. 

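DDX5, an RNA helicase that takes part in transcription and splicing, fell after gradual warming on the probe A_05_P480527 with a log2 fold change of -2.50 (SE 0.23, adjusted p = 0.00943) in the liver, a log2 fold change of -1.21 (SE 0.18, adjusted p = 0.0415) in the spleen and a log2 fold change of -1.26 (SE 0.21, adjusted p = 0.0281) in the kidney. The fall was larger in the liver than in the spleen (difference -1.29, SE 0.31, adjusted p = 0.0110 over 81 such tests) and the kidney (difference -1.24, SE 0.31, adjusted p = 0.0131 over 81 such tests). Of 4 DDX5 probes 2 fell in the liver, 1 in the spleen and 2 in the kidney, and their log2 fold changes ran up to -0.27 in the liver and 0.35 in the kidney. After the acute rise the same probe had 0.35, 0.28 and 0.22, none called. When a replicate was dropped, the number still called out of 3 was 0 without reference replicate 1, 1 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Other settings left 2 with normexp background correction, 1 with no filter on dim probes, 1 with only the 4 arrays of both groups and 0 of 1 with the slide row as a covariate, and none of the 3 values not called passed with all 24 arrays in 1 fit, with normexp background correction or with a trended and robust variance.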

The DEAD-box helicase 5 is also termed p68 and since it acts as a co-activator of murine TP53 (Nicol et al., 2013) and is thus involved in multiple cellular decisions on survival and stress response in a context-dependent manner (reviewed in Shih and Lee, 2014).

Similarly, pleiotropic functions are attributed to the genes encoding endothelial differentiation-related factor 1 (*EDF1*), subunit 2 of the signal peptidase complex (*SPCS2*) and the carcinoembryonic antigen-related cell adhesion molecule 20 (*CEACAM20*), which were commonly repressed by gradual temperature rise in maraena whitefish. 

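EDF1, which bridges transcription factors and the general machinery and also senses collided ribosomes, fell after gradual warming on the probe A_05_P255059 with a log2 fold change of -4.02 (SE 0.26, adjusted p = 0.00943) in the liver, a log2 fold change of -5.19 (SE 0.28, adjusted p = 0.00886) in the spleen and a log2 fold change of -4.14 (SE 0.25, adjusted p = 0.0102) in the kidney. The second EDF1 probe was not called, at -0.19 on the log2 scale in the liver and lay well above background on 0 of 2 reference arrays in the spleen and 1 of 2 in the kidney. CEACAM20, a cell adhesion molecule of the immunoglobulin family, fell with a log2 fold change of -5.48 (SE 0.58, adjusted p = 0.0108) in the liver, -5.62 (SE 0.60, adjusted p = 0.0222) in the spleen and -4.17 (SE 0.59, adjusted p = 0.0230) in the kidney. Both genes were also below the acute group in the direct comparison, by -3.02 and -6.43 in the liver and -4.17 and -4.35 in the kidney. The count left from 6 calls was 0 without reference replicate 1, 4 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Further settings kept 4 with no filter on dim probes, 2 with only the 4 arrays of both groups and 0 of 2 with the slide row as a covariate.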

EDF1 (alias MBF1) interacts with calmodulin (Mariotti et al., 2004) and a member of the JUN family (Kabe et al., 1999) to suppress endothelial differentiation (Dragoni et al., 1998) and regulate a number of intracellular proteins, mainly signal transducers including those associated with the response to oxidative stress (Jindra et al., 2004). Members of the CEACAM family have manifold regulatory functions in epithelial, endothelial, and immune cells and it has been suggested that CEACAM20 transduces stimulatory signals (Zebhauser et al., 2005). The signal peptidase complex (SPC) is vital for the synthesis of all membrane and secretory proteins (Kalies and Hartmann, 1996). The downregulation of the subunit 2-encoding gene *SPCS2* in stressed maraena whitefish could indicate a generally reduced protein synthesis to leave energy resources for the dominant stress coping mechanisms. In this respect, the strong dependency on available glucose has been attributed to SPC subunit 2 besides its particular role during the *unfolded protein response* in mammalian cells (Hassler et al., 2015). 

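PCK1, the enzyme that commits oxaloacetate to glucose synthesis, fell in the liver of gradually warmed fish with a log2 fold change of -4.85 (SE 0.55, adjusted p = 0.0115) on 1 of its 3 probes (A_05_P329097). Glucose-6-phosphate isomerase (GPI), shared by glycolysis and gluconeogenesis, fell on all 3 of its probes, with a log2 fold change of -1.61 (adjusted p = 0.0142) on 1 of them. Of the glycolysis and gluconeogenesis enzymes in the liver, 0 of 24 measured members rose, 4 fell and 20 did not pass the test (0 and 4 when adjusted over the list alone). Camera gave 0.700 (down) as adjusted p. On spleen arrays 0 members rose, 3 fell and 21 did not pass among 24 measured (0 and 9 when adjusted over the list alone). Camera gave 0.00600 (down) as adjusted p and adjusted p = 0.599 with an estimated correlation. Phosphoglycerate mutase (PGAM1) and enolase (ENO1) fell there with -2.02 (adjusted p = 0.0320) and -1.32 (adjusted p = 0.0437). On kidney arrays 1 rose and 2 fell of 27 measured, and 24 did not pass (1 and 5 when adjusted over the list alone). Camera gave 0.124 (down) as adjusted p. PFKFB4, which sets the level of an activator of glycolysis, rose there with 1.68 (adjusted p = 0.0198). The acute rise gave for the same group in the kidney 0 rises and 0 falls among 27 measured members, with 27 not passing (0 and 0 when adjusted over the list alone). Camera gave 0.326 (up) as adjusted p. Fructose-1,6-bisphosphatase (FBP1) in the acutely warmed spleen had -1.40 (adjusted p = 0.119). Out of 5 calls, the number kept was 0 without reference replicate 1, 0 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. The number passing in other settings was 4 with normexp background correction, 2 with no filter on dim probes, 2 with only the 4 arrays of both groups, 4 with all 24 arrays in 1 fit and 0 of 2 with the slide row as a covariate, and the value not called passes with all 24 arrays in 1 fit and with normexp background correction.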

In line with that, the *gluconeogenesis* pathway has been modulated as a prominent pathway in the liver, spleen, and kidney of gradually stressed maraena whitefish, but only in the kidney of acutely stressed maraena whitefish. The “neuroendocrine response to stress is characterized by excessive gluconeogenesis” (Marik and Bellomo, 2013), and it can be assumed that the duration of stress conditions enhance the hyperglycemia phenotype.

Altogether, we measured the dynamic regulation of almost two-hundred to more than five-hundred genes in the liver, spleen and kidney of maraena whitefish exposed to gradually rising temperature. This could strongly indicate the body's efforts to adapt to a moderate stressor. Despite the high number of DE genes, we identified only 11 genes that were both, up- and down-regulated—most likely in a systemic manner.

### DE genes and specific pathways indicate the response to acute temperature rise

Our “acute temperature rise” experiment exposed maraena whitefish to nearly critical temperatures, as proven for other coregonids (Edsall et al., 1970; Edsall and Rottiers, 1976) in terms of a “temperature shock.” Eleven genes showed pronounced inductions across the three investigated tissues of maraena whitefish. Our literature research confirmed that all these DE genes have been described earlier as highly regulated features after heat or hypoxic conditions.

The HSP70 family member *HSPA1Aa* was the most strongly upregulated gene of the present study and seems thus to be a biomarker candidate indicating a sudden “heat shock” in maraena whitefish. 

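HSPA1A, the inducible HSP70 that refolds damaged proteins, was after the acute rise at least 2291-fold higher (adjusted p = 0.0645) in the liver on the probe A_05_P252849, which was not called, and rose with a log2 fold change of 7.19 (SE 0.56, adjusted p = 0.0327) in the spleen and a log2 fold change of 7.59 (SE 0.26, adjusted p = 0.00089) in the kidney. That liver bound holds only under the background subtraction used. With normexp background correction the log2 fold change there was 7.66, and the paper's qPCR gave 425-fold. On a second probe, A_05_P294847, it was at least 212-fold higher (adjusted p = 0.0313) in the liver, at least 107-fold higher (adjusted p = 0.00549) in the spleen and at least 65.5-fold higher (adjusted p = 0.0333) in the kidney. In the handling reference the first probe had 0.20 in the spleen and 0.77 in the kidney, and in the liver it was at least 6.50-fold higher (adjusted p = 0.404) with 1 of 2 handling arrays well above background. After the gradual rise it was at least 18.1-fold higher (adjusted p = 0.0709) in the liver and had a log2 fold change of 2.67 (adjusted p = 0.0746) in the spleen, neither called. The gradual liver bound has the same limit, since normexp gave a log2 fold change of 1.35 there and the paper's qPCR 5.1-fold. Of these 5 calls, those that still passed numbered 3 without reference replicate 1, 2 without reference replicate 2, 2 without acute replicate 1 and 2 without acute replicate 2. Alternative settings left 3 with no filter on dim probes and 3 with only the 4 arrays of both groups, and the 6 values not called included 2 that passed with all 24 arrays in 1 fit, 2 with normexp background correction and 1 with a trended and robust variance. From the size of this rise the paper proposes HSPA1Aa as a marker of a sudden heat shock.

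**Figure D1:**
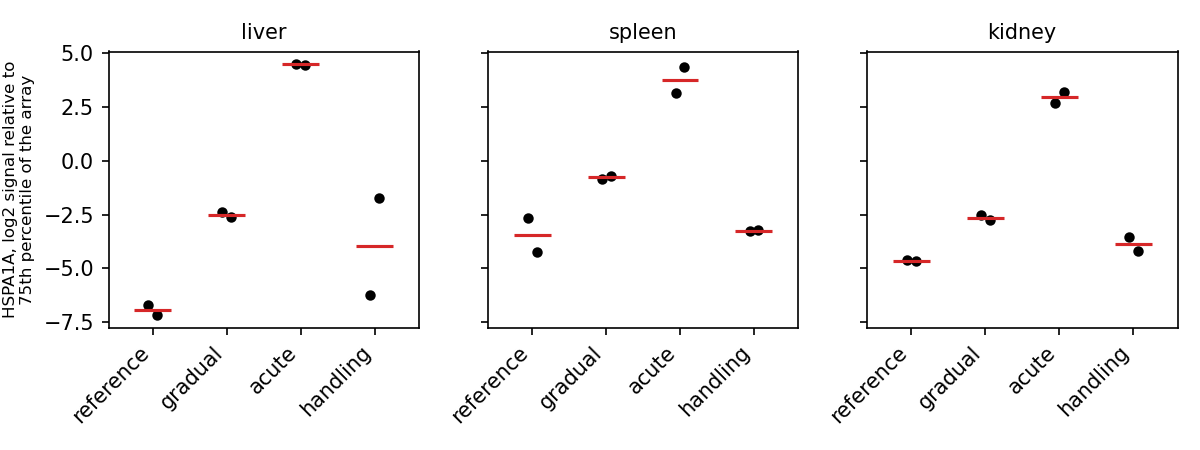
Normalized log2 signal of HSPA1A (probe A_05_P252849) on each of the 24 arrays, by tissue and group. Each point is 1 array of RNA pooled from 7 fish, each bar is the mean of the 2 arrays of a group, and 0 on the axis is the 75th percentile of the array. In each tissue the acute arrays lie highest, and 1 of the 2 liver handling arrays lies apart from the other.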

In fact, *HSPA1A* is the best investigated and most heat-inducible gene among vertebrates (Kampinga et al., 2009), including salmonid fish (Smith et al., 1999; Lewis et al., 2010; Quinn et al., 2011a; Narum and Campbell, 2015; Tomalty et al., 2015). A previous investigation on acute heat shock in Atlantic cod *Gadus morhua* (Hori et al., 2010) revealed that the mRNA abundance of *HSPA1A* increases by a level similar to that detected in the present study. The chaperone activity of HSPA proteins is generally regulated by DNAJ/HSP40 family members. In humans, the co-chaperone DNAJB1 is the most widely expressed and most heat-inducible member of the DNAJ family. 

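DNAJA4, a co-chaperone that activates the ATPase of HSP70, rose in the liver after the acute rise with a log2 fold change of 4.63 (SE 0.40, adjusted p = 0.0365), and had a log2 fold change of 2.85 (SE 0.47, adjusted p = 0.0982) in the spleen and a log2 fold change of 2.98 (SE 0.24, adjusted p = 0.0657) in the kidney. DNAJB1, another HSP40 co-chaperone, had a log2 fold change of 2.33 (adjusted p = 0.138) in the liver, 1.83 (adjusted p = 0.0982) in the spleen and 1.99 (adjusted p = 0.0919) in the kidney, none called. A second DNAJB1 probe had -0.40 in the spleen and 0.30 in the kidney. In the direct comparison, with its sign as gradual minus acute, DNAJA4 differed by -3.43 (SE 0.40, adjusted p = 0.00670) in the liver. The 1 call named with a value fails without reference replicate 1, without reference replicate 2, without acute replicate 1 and without acute replicate 2. Calls kept in other settings numbered 0 with no filter on dim probes and 0 with only the 4 arrays of both groups, and the number passing among 5 values not called was 5 with all 24 arrays in 1 fit, 4 with normexp background correction and 2 with a trended and robust variance.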

In the three tissues investigated in maraena whitefish, *DNAJB1* was significantly upregulated together with *DNAJA4*. The latter gene is upregulated as early as 2 h after exposure to heat stress in chickens (Slawinska et al., 2016), a species with limited thermoregulatory capacities. Furthermore, *DNAJA4* is induced in the course of an *unfolded protein response* in Atlantic salmon (Bower and Johnston, 2010) and early after bacterial infection in channel catfish *Ictalurus punctatus* (Song et al., 2014). Though it has been documented that increased *DNAJA4* levels elevate the synthesis of cholesterol, a precursor of the stress hormone cortisol (Robichon et al., 2006), we detected only a slight tendency of higher cortisol concentrations in the “acute temperature rise” group compared to the “gradual temperature rise” group.

A second chaperone/co-chaperone pair that emerged as a strongly regulated features in the present study is *HSP90* and *AHSA1* encoding the activator of heat-shock 90-kDa protein ATPase homolog 1 (alias *AHA1*). 

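HSP90AA1, the stress-inducible HSP90 that matures kinases and steroid receptors, rose in the liver of acutely warmed fish with a log2 fold change of 4.79 (SE 0.23, adjusted p = 0.00720), and had a log2 fold change of 2.98 (SE 0.63, adjusted p = 0.158) in the spleen and a log2 fold change of 3.00 (SE 0.46, adjusted p = 0.124) in the kidney. AHSA1, which speeds up the ATPase of HSP90, had a log2 fold change of 2.03 (SE 0.24, adjusted p = 0.0715) in the liver and log2 fold changes of 1.64 (adjusted p = 0.112) in the spleen and 1.37 (adjusted p = 0.118) in the kidney, none called. All of these values were positive, with both acute arrays above both reference arrays. The 1 call named with a value fails without reference replicate 1, without reference replicate 2, without acute replicate 1 and without acute replicate 2. Calls gained among 5 values not called numbered 5 with all 24 arrays in 1 fit, 4 with normexp background correction and 2 with a trended and robust variance.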

*HSP90AA1* is already known as a universal biomarker indicating heat stress, in mammals and fish (Buckley et al., 2006; Quinn et al., 2011a,b; Anttila et al., 2014; Jeffries et al., 2014; Tomalty et al., 2015; Verleih et al., 2015). The ATPase activity of HSP90 is stimulated by AHSA1, which chaperones its own client proteins (Tripathi et al., 2014). In line with this, *AHSA1* has been identified as heat-shock responsive in Chinook salmon (Tomalty et al., 2015) and channel catfish (Liu et al., 2013).

Besides the canonical members of the HSP family, the two zinc finger AN1 type-containing protein-encoding genes *ZFAND2A* and -*2B* were upregulated in acutely stressed maraena whitefish. 

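ZFAND2A, a zinc finger protein that adapts the proteasome to stress, had after the acute rise a log2 fold change of 2.11 (SE 0.21, adjusted p = 0.0590) in the liver, a log2 fold change of 1.22 (SE 0.27, adjusted p = 0.165) in the spleen and a log2 fold change of 1.45 (SE 0.16, adjusted p = 0.0919) in the kidney. ZFAND2B, its relative at the endoplasmic reticulum, had log2 fold changes of 2.62 (adjusted p = 0.0590), 1.28 (adjusted p = 0.231) and 1.65 (adjusted p = 0.112). None of these was called, and both acute arrays lay above both reference arrays in every case. The array design names both probes AN1-type zinc finger protein 2B, so the name ZFAND2A rests on the authors' naming. Proteasome subunits as a group gave in the liver 0 rises and 0 falls among 32 measured members, with 32 not passing (0 and 0 when adjusted over the list alone). Camera gave 0.516 (down) as adjusted p. The 6 values not called included 5 that passed with all 24 arrays in 1 fit, 4 with normexp background correction and 4 with a trended and robust variance.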

ZFAND2A (alias AIRAP) has been assessed as functionally homologous to canonical HSPs, as its functionality in humans is induced by heat and depends strictly on HSF1 (Rossi et al., 2010). The paralog ZFAND2B (alias AIRAPL) interacts with the proteasome, thereby stimulating the degradation of misfolded proteins (Braunstein et al., 2015). Moreover, ZFAND2A has already been suggested as a genetic marker in Atlantic cod *G. morhua* correlating with habitat differences in salinity and oxygen (Berg et al., 2015).

Our pathway analysis identified the *unfolded protein response* (the major ER stress pathway) and the *aldosterone signaling in epithelial cells* (the major pathway of electrolyte homeostasis) as two characteristic pathways for both acute and gradual heat stress in maraena whitefish. In the “acute temperature rise” group, both pathways were predominantly constituted by the *HSPA, HSPC*/*HSP90* and *DNAJ* members of the diverse HSP family and this gene set overlaps only marginally with the respective one of the “gradual temperature rise” group. In this respect, we refer to the gene coding for the regulatory subunit 15A of protein phosphatase 1 (*PPP1R15A*, alias *GADD34*) that was upregulated in acutely stressed trout (Narum and Campbell, 2015; Tomalty et al., 2015) and maraena whitefish in the current investigation. 

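PPP1R15A, which guides a phosphatase to the initiation factor eIF2 and so restores translation, rose in the liver after the acute rise with a log2 fold change of 3.79 (SE 0.22, adjusted p = 0.00720), and had a log2 fold change of 2.74 (SE 0.29, adjusted p = 0.0872) in the spleen and a log2 fold change of 1.84 (SE 0.18, adjusted p = 0.0757) in the kidney. Its value in the liver was larger than that in the kidney (difference 1.95, SE 0.35, adjusted p = 0.00499 over 81 such tests). In the handled fish it had 1.13 (adjusted p = 0.247) in the liver and 0.89 (adjusted p = 0.334) in the kidney. After the gradual rise the same probe had 0.00, 0.45 and 0.00 in the liver, spleen and kidney, none called. The 1 call named with a value fails without reference replicate 1, without reference replicate 2, without acute replicate 1 and without acute replicate 2. The number passing in other settings was 0 with only the 4 arrays of both groups, and the number passing among 7 values not called was 3 with all 24 arrays in 1 fit, 2 with normexp background correction and 2 with a trended and robust variance.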

The stress-inducible PPP1R15A (Fornace et al., 1988) supports the cellular recovery from the *unfolded protein response*, as suggested for mouse (Kojima et al., 2003) and grouper *Epinephelus* spp. (Lu et al., 2012). 

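Among antioxidant genes and targets of NRF2, the transcription factor of the oxidative stress response, none was called against the reference after the acute rise. Within the liver 0 of 26 measured members rose, 0 fell and 26 did not pass the test (0 and 0 when adjusted over the list alone). Camera gave 0.516 (up) as adjusted p. In the spleen 0 members rose, 0 fell and 25 did not pass among 25 measured (0 and 1 when adjusted over the list alone). Camera gave 0.0771 (down) as adjusted p. In the kidney 0 rose and 0 fell of 26 measured, and 26 did not pass (0 and 0 when adjusted over the list alone). Camera gave 0.658 (up) as adjusted p. After the gradual rise the liver list gave 2 rises and 1 fall among 26 measured members, with 23 not passing (2 and 1 when adjusted over the list alone). Camera gave 0.513 (up) as adjusted p. There GPX4, which reduces lipid peroxides, fell with a log2 fold change of -2.34 (SE 0.25, adjusted p = 0.0108) and the mitochondrial superoxide dismutase SOD2 was at least 2.32-fold higher (adjusted p = 0.0162). GSTT1, which conjugates glutathione, rose with a log2 fold change of 1.64 (adjusted p = 0.0171), and metallothionein MT1A had -1.25 (adjusted p = 0.146) in the acutely warmed kidney. Out of 3 calls, the number kept was 0 without reference replicate 1, 1 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. Alternative settings left 2 with normexp background correction, 2 with quantile normalization and 0 with the slide row as a covariate, and the value not called does not pass with all 24 arrays in 1 fit, with normexp background correction and with a trended and robust variance.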

The pathway analysis revealed additionally that *NRF2 (Nuclear factor erythroid 2-related factor 2)-mediated oxidative stress response* together with the *eNOS signaling* pathway was activated in all three investigated tissues of acutely stressed maraena whitefish, possibly mirroring the increased utilization of oxygen accompanied by elevated rates of reactive oxygen species in cold-water fish.

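FOSL2, a partner of JUN proteins in the AP-1 transcription factor, had after the acute rise a log2 fold change of 2.51 (SE 0.44, adjusted p = 0.195) in the liver, a log2 fold change of 2.98 (SE 0.40, adjusted p = 0.0904) in the spleen and a log2 fold change of 1.91 (SE 0.18, adjusted p = 0.0757) in the kidney, none called. JUN itself rose in the liver with a log2 fold change of 3.54 (SE 0.20, adjusted p = 0.00720) on 1 of its 6 probes and had a log2 fold change of 1.28 (adjusted p = 0.224) in the spleen. Among immediate early and stress signalling genes in the liver, 1 of 24 measured members rose, 0 fell and 23 did not pass the test (9 and 0 when adjusted over the list alone). Camera gave 2.67e-08 (up) as adjusted p and adjusted p = 0.155 with an estimated correlation. For the kidney, 22 members were measured, of which 0 rose, 0 fell and 22 did not pass (9 and 0 when adjusted over the list alone). Camera gave 1.88e-05 (up) as adjusted p and adjusted p = 0.452 with an estimated correlation. In handled fish FOSL2 had 1.62 (adjusted p = 0.303) in the liver and 1.30 (adjusted p = 0.233) in the kidney. The 1 call named with a value fails without reference replicate 1, without reference replicate 2, without acute replicate 1 and without acute replicate 2. Calls kept in other settings numbered 0 with only the 4 arrays of both groups, and the 6 values not called included 4 that passed with all 24 arrays in 1 fit, 2 with normexp background correction and 2 with a trended and robust variance.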

The immediate-early gene *FOSL2* (alias *FRA2*) encodes the leucine zipper-containing FOS-like antigen 2 heterodimerizing with proteins of the JUN family, which are upregulated together with *FOSL2* by “acute temperature rise” (*cf*. panel “TOP5 up” in Figures 3C,D). FOSL2 and JUN form the transcription factor AP-1, which in turn regulates cell proliferation, differentiation, and transformation. *Cell proliferation* is among the regulated pathways in brown trout *Salmo trutta* suffering from oxidative stress with *FOSL2* as one of the most strongly upregulated features (Uren Webster and Santos, 2015). Stress experiments in mice have disclosed that mRNA levels of *FOSL2* recover fast (Weinberg et al., 2007) suggesting that this gene might be indeed an informative indicator of acute stress responses. The experimental exposition of zebrafish to acute oxidative stress induced a series of genes involved in stress response, including *FOS* together with *HSP1A1, HSP90AA1*, and *DNAJB1* (Hahn et al., 2014). In that study, *DUSP1* (alias *MKP1, PTPN10*) also emerged as a fast responsive gene. The encoded dual specificity phosphatase 1 is a short-lived protein (Brondello et al., 1999) that dephosphorylates the mitogen-activated protein kinases ERK, JNK, and p38, and is thus intimately involved in stress signal transduction and, most likely, also in acutely stressed maraena whitefish.

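DUSP1, the phosphatase that inactivates MAP kinases, had after the acute rise a log2 fold change of 2.46 (SE 0.27, adjusted p = 0.0645) in the liver, a log2 fold change of 2.50 (SE 0.42, adjusted p = 0.104) in the spleen and a log2 fold change of 2.28 (SE 0.38, adjusted p = 0.129) in the kidney. Both acute arrays were above both reference arrays in each tissue, and none of the values was called. The handling reference had 1.01 (adjusted p = 0.299), 1.61 (adjusted p = 0.374) and 1.77 (adjusted p = 0.352) on the log2 scale. The number passing among 6 values not called was 3 with all 24 arrays in 1 fit, 3 with normexp background correction and 1 with a trended and robust variance.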

The DNA damage-inducible transcript 4 *DDIT4* (alias *REDD-1* and *Rtp801*) is another factor involved in stress signal transduction. *DDIT4* has been identified as a heat- and hypoxia-responsive target gene of the hypoxia-inducible factor 1 and controls the proapoptotic *mTOR signaling* (Shoshani et al., 2002; Brugarolas et al., 2004). Also in the present study, the mRNA levels of two *DDIT4* isoforms increased in all investigated tissues, concurrently with modulated *mTOR signaling*. 

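DDIT4, an inhibitor of mTOR that is induced by stress, had after the acute rise on the probe A_05_P259219 a log2 fold change of 3.99 (SE 0.48, adjusted p = 0.0763) in the liver, a log2 fold change of 3.02 (SE 0.41, adjusted p = 0.0904) in the spleen and a log2 fold change of 2.31 (SE 0.44, adjusted p = 0.139) in the kidney. A second probe, A_05_P410467, had log2 fold changes of 3.66 (adjusted p = 0.0743), 2.94 (adjusted p = 0.0975) and 2.55 (adjusted p = 0.182). No value was called, and all lay above the reference on both arrays. Handled fish had 1.80 (adjusted p = 0.311) in the spleen and 1.43 (adjusted p = 0.529) in the kidney on the first probe. Calls gained among 8 values not called numbered 4 with all 24 arrays in 1 fit, 5 with normexp background correction and 3 with a trended and robust variance.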

The modulation of the *DDIT4* expression across several tissues results most likely from glucocorticoids circulating in stressed individuals (Wong et al., 2010).

In summary, our study demonstrates that an acute temperature rise induces a significantly smaller set of DE genes in the liver, spleen and kidney of maraena whitefish than does a gradual temperature rise. The temperature-responsive genes commonly regulated in the respective tissues of whitefish may represent interesting candidates for future biomarker studies, as supported by several scientific reports about their functional involvement in stress-coping mechanisms across different animal models and experimental challenges.

## Conclusions

Stress has been defined as “a condition that disturbs the normal function of the biological system” (Sørensen et al., 2003). Vertebrates have developed different strategies to launch finely tuned responses for coping with different types of stressors. The present study investigated the influence of both acute and gradual change in ambient water temperature on maraena whitefish up to a critical temperature of 24°C. We clearly observed distinct transcriptomic responses to both kinds of thermal stress. In the three stress-relevant tissues (liver, spleen and kidney), 3 genes were commonly upregulated (*SERPINH1, EEF1A1, CLU*) and 8 genes were commonly downregulated (*EDF1, CEACAM20, CIRBP, AGT, YBX2, DDX5, SPCS2, FKBP5*) after gradual temperature rise. However, we noticed that the collection of genes responding to “gradual temperature rise” identified for other salmonid fish species so far is rather diverse and obviously strictly dependent on the duration of the experiment and the sampling time point, as well as on the chosen temperature range, the species and the tissues or cell types investigated. In contrast, the list of 11 genes responding to “acute temperature rise” (*HSP1A1, HSP90AA1, DDIT4, DNAJA4, PPP1R15A, DUSP1, DNAJB1, FOSL2, AHSA1, ZFAND2A*, and -*B*) that were exclusively upregulated after heat shock, is mostly in accordance with previous reports on acute-stress genes in vertebrates and specifically in salmonid fish, although rainbow trout and maraena whitefish, for instance, are at different stages of domestication and hence differentially adapted to anthropogenic environments. 

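Under gradual warming the genes of the acute set moved differently from gene to gene. HSP90AA1 rose in the liver with a log2 fold change of 1.19 (SE 0.23, adjusted p = 0.0295), while FOSL2 was at least 5.96-fold lower (adjusted p = 0.0158) and DUSP1 fell with a log2 fold change of -1.69 (SE 0.27, adjusted p = 0.0207). The FOSL2 bound holds only under the background subtraction used. With normexp its log2 fold change there was -0.56, and the paper's qPCR gave 0.3 of the reference level, a smaller fall. In the spleen and kidney FOSL2 had log2 fold changes of 0.40 and 0.07, and DUSP1 -0.90 and -1.07, none called. The values of DDIT4 on the probe A_05_P259219 were 0.57, -1.00 and -0.87 in the liver, spleen and kidney, those of AHSA1 0.31, 0.96 and 0.31, and those of ZFAND2A 0.04, 0.05 and 0.19. As a group (acute common genes of the study), chosen on these samples and so not independent evidence, the 11 genes gave in the liver 1 rise and 2 falls among 11 measured members, with 8 not passing (2 and 2 when adjusted over the list alone). Camera gave 0.810 (up) as adjusted p. Within the kidney 1 rose and 1 fell of 11 measured, and 9 did not pass (1 and 1 when adjusted over the list alone). Camera gave 0.613 (up) as adjusted p. For the spleen, 1 member rose, 0 fell and 10 did not pass among 11 measured (4 and 0 when adjusted over the list alone). Camera gave 0.0279 (up) as adjusted p and adjusted p = 0.599 with an estimated correlation, which did not pass 0.05 without reference replicate 2 (0.174) and without gradual replicate 1 (0.0725). In the direct comparison of gradual and acute rise, in the liver 0 rose and 11 fell of 11 measured, and 0 did not pass (0 and 11 when adjusted over the list alone). Camera gave 1.72e-08 (down) as adjusted p and adjusted p = 0.515 with an estimated correlation. Within the spleen 0 members rose, 4 fell (and 1 had probes called both ways) and 6 did not pass among 11 measured (0 and 6 when adjusted over the list alone). Camera gave 0.000292 (down) as adjusted p and adjusted p = 0.523 with an estimated correlation. On kidney arrays 0 of 11 measured members rose, 10 fell (and 1 had probes called both ways) and 0 did not pass the test (0 and 10 when adjusted over the list alone). Camera gave 0.000228 (down) as adjusted p and adjusted p = 0.428 with an estimated correlation. When a replicate was dropped, the number still called out of 3 was 0 without reference replicate 1, 0 without reference replicate 2, 0 without gradual replicate 1 and 0 without gradual replicate 2. The number passing in other settings was 1 with normexp background correction, 1 with no filter on dim probes, 2 with only the 4 arrays of both groups, 2 with all 24 arrays in 1 fit, 2 with the percentile over all spots and 0 with the slide row as a covariate, and none of the 13 values not called passed with all 24 arrays in 1 fit, with normexp background correction or with a trended and robust variance.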

Subsequent analyses are required to evaluate if the identified list of DE genes constitutes a suitable set of biomarkers allowing for diagnostic predictions about the welfare status of whitefish in aquaculture facilities.

## Author contributions

TG, SA, and AR designed research. RB organized the production of fish and provided experimental facilities. MN, SA, MV, AR, and TG sampled fish and prepared samples for hybridization experiments. MN performed measurement of plasma parameters. AR and MN conducted RT-qPCR assays. AR and MV analyzed data. AR wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer SFC and handling Editor declared their shared affiliation.

# Supplementary material for: Gradual and Acute Temperature Rise Induces Crossing Endocrine, Metabolic, and Immunological Pathways in Maraena Whitefish (Coregonus maraena)
**Source:** Front Genet. 2018 Jul 19;9:241. doi: 10.3389/fgene.2018.00241
**Supplement:** Supplementary file 1

Supplementary Material

Gradual and acute temperature rise induce crossing endocrine, metabolic and immunological pathways in maraena whitefish (*Coregonus maraena*)

Alexander Rebl, Marieke Verleih, Mareen Nipkow, Simone Altmann, Ralf Bochert, Tom Goldammer*

1.1 Supplementary Figures

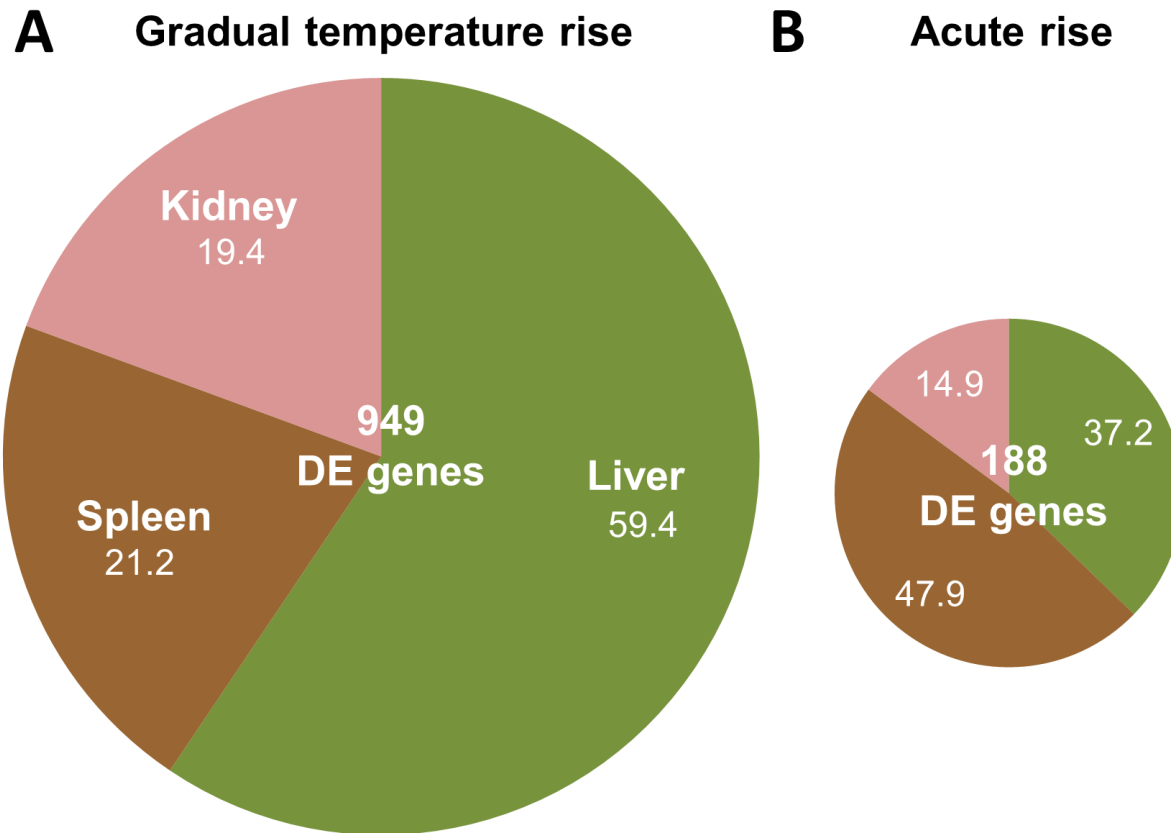

Supplementary Figure 1. Pie charts illustrate the percentage of the entirety of DE genes by liver (green circles), spleen (brown), and kidney (red) of maraena whitefish exposed to (A) gradual temperature rise and (B) acute temperature rise.

1.2 Supplementary Tables

Supplementary Table 1. QPCR-based verification of 10 selected genes identified as differentially expressed in a previous microarray analysis (*cf.* Fig. 4D). FC values result from the ratio of individuals belonging to the “gradual temperature rise” (grad) or “acute temperature rise” (acute) *versus* “temperature reference” (ref) groups.

Tissue	Comparison	Fold-change values (qPCR)									
		<i>SERPINH1a</i>	<i>HSPA1Aa</i>	<i>DDIT4a</i>	<i>DNAJA4</i>	<i>PPP1R15A</i>	<i>DUSP1</i>	<i>FOSL2</i>	<i>AHSA1</i>	<i>RGN</i>	<i>HP</i>
Liver	Grad/ref	**3.4** **	**5.1**	1.7	2.5^(*)	**0.3**	**0.4**	**0.3** *	0.8	**5.6**	**0.3** **
Liver	Acute/ref	**3.3** *	**425.0** *	23.4^(*)	**44.8** **	**3.1**	**9.1** **	**8.6** *	**2.8** **	1.9	0.8
Spleen	Grad/ref	**8.3** ***	**3.0** *	0.8	**2.7** *	1.5	**0.5**	1.2	1.6**	0.9	**0.4**
Spleen	Acute/ref	**4.1** ***	**41.7** ***	**7.0** *	**5.1** ***	**2.7** **	**4.9** ***	**3.4** ***	1.7*	1.0	**0.2** *
Kidney	Grad/ref	**5.3** *	2.7^(*)	0.6	1.9	0.6	0.8	1.0	1.0	0.9	0.8
Kidney	Acute/ref	**2.2** **	**94.8** **	**6.8** **	**8.3** ***	**3.1** *	**4.4** **	**2.4** *	**1.8** ***	**0.5**	0.8

Statistical significances are indicated with asterisks:

***, $p \leq 0.001$

**, $p \leq 0.01$

*, $p \leq 0.05$

^(*), $p < 0.1$

FC > |2| is printed in bold face

How the deposited data were processed for this re-analysis (not part of the article)

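Liver, spleen and kidney RNA of maraena whitefish was measured on 24 Agilent arrays, with 3 tissues, 4 groups per tissue and 2 arrays per group, each array carrying RNA pooled from 7 fish. The groups were the temperature reference kept at 18 °C, the gradual group taken from 18 °C to 24 °C, the acute group transferred from 18 °C to 24 °C and sampled after 1 h, and the handling reference transferred at 18 °C. Of the 6 reference arrays, 5 were labelled as gradual stress at 18 °C and were taken as the temperature reference, because the methods name no other group at that temperature besides the handling reference. The labels place the transfer on day 19 and the paper on day 12, and the labels name another whitefish species. The paper's design was used. Whether the 2 pools of a group held different fish or came from different tanks was not found in the paper's text. By its methods the handling reference was moved from 1 tank into 1 tank and the acute group from 2 tanks into 2.

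The deposited array values were fluorescence intensities of 1 dye, from which the authors' feature extraction software had subtracted the background of each spot, and no normalization between arrays had been applied. The authors also deposited tables of log2 fold changes and mean log2 signals, made with limma from these arrays. In the same deposited tables the p-values and Benjamini-Hochberg adjusted p-values were those of the authors' limma fits, and the tables list only probes past an adjusted p of 0.05 and an absolute fold change of 2. How the authors normalized between arrays is not given in those tables. They served only for the overlap of calls and for values marked as the authors' own.

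Each array held 62976 spots, of which 61657 were not controls. Control spots and the 21 to 57 spots per array that the software marked as outliers were left out, no spot was saturated, and the spots of each of 49255 probes were averaged on the log2 scale. Of these probes, 28% to 36% per array lay well above background by the software's own call. The number of arrays limits the precision of every fold change.

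The log2 processed signal of each array was taken relative to its 75th percentile. Because fewer than 50% of the probes were well above background on every array, the percentile was taken over the 10756 probes well above background on all 24 arrays. This was decided after the detection shares had been seen and before any probe was called. A probe was tested in a tissue where it was well above background on both arrays of at least 1 group, which left 15865 probes in the liver, 17516 in the spleen and 17253 in the kidney. Where both arrays of a group lay at background for a gene, only a bound was given in place of the fitted fold change. It was taken against the higher of each dim array's own signal and its lowest signal well above background.

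Calls came from limma 3.58.1 in R 4.3.3, with the 8 arrays of a tissue in 1 model of 4 group means and 4 residual degrees of freedom, moderated variances, and Benjamini-Hochberg adjustment over the probes of that tissue. A probe was called at an adjusted p under 0.05 and an absolute fold change above 2, the thresholds of the paper's methods. Gradual, acute and handling groups were each compared with the reference, and the gradual group with the acute group. The acute group was also compared with the handling reference, which the paper does not do. Supporting packages were data.table 1.17.8, statmod 1.5.0 and jsonlite 2.0.0, with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 for names and plots.

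Names came from the array design and from the symbols in the authors' deposited tables. A protein or gene name was given for 14699 of the probes, and none of the 39117 accessions of the design was in the reference gene table, so probes without a name were counted but not assigned to a gene. The 37 gene lists held 800 members, of which 504 were found on the array. Lists with at least 5 measured members were tested with camera at a preset correlation of 0.01 and 1 probe per gene symbol, the brightest, with adjustment over the lists of a comparison. Camera with a correlation estimated from the data and fry were also run.

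The genes named in the text followed a rule. It took every gene the paper names for a comparison, whose values in the paper's table and figures had been seen, then the 5 symbols with the largest rise and the 5 with the largest fall among called probes whose arrays did not overlap between the groups, and up to 4 called members of each list, or all called members where at most 2 were called. The lists, the rule, the comparisons and most of the alternatives were set before the data were examined.

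Differences between tissues were tested in 1 limma model of all 24 arrays, over 81 tests per comparison. Array and qPCR fold changes were correlated across 60 pairs of gene and comparison, which are not independent replicates, so no p-value was computed. Overlaps between comparisons that share the reference arrays were set beside the overlap expected of independent lists and beside a simulation with no effect.

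The steps were tested on simulated data in which 50 probes per fold were changed in the arrays of the gradual group. At an 8-fold change, 45 of 50 were called in the liver, 48 in the spleen and 48 in the kidney, and at a 2-fold change 9, 17 and 13. In each tissue a list shifted by 0.5 on the log2 scale passed camera at the preset correlation, and with the estimated correlation it passed in the kidney alone.

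As alternatives, the results were recomputed with quantile normalization within the tissue, the array median, normexp background correction with an offset of 50, no filter, a filter requiring signal above background on all 8 arrays, only the 4 arrays compared, all 24 arrays in 1 fit, a variance trend with robust estimation, no fold-change threshold, the replicate number as a block, the row of the array on its slide as a covariate, and without each array of a comparison in turn. After the data had been seen, 5 more were added, namely the percentile over all spots, all 24 arrays with quantile normalization and no filter, the 6 liver arrays of 1 slide, the row for the acute and handling arrays of the liver, estimated there from the 2 gradual arrays, and, for differences between tissues, the same-numbered pools of a group as a block across tissues.

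The liver reference, gradual and acute arrays lay on slide 1 and were scanned on the first scan day, and the liver handling arrays lay on slide 2 and were scanned later. In the liver, handling therefore cannot be told apart from slide and scan day, and no slide block could be fitted. Spleen arrays shared slide 3 and kidney arrays slide 4, where reference and gradual arrays took row 1 and acute and handling arrays row 2. Row and group cannot be told apart there for acute or handling against the reference, nor for gradual against acute. In the liver the reference arrays took row 1, the acute and handling arrays row 2, and the gradual arrays 1 of each, so the row can be estimated there from the 2 gradual arrays alone.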

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

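Of the tests in this part, that of scaling between arrays was chosen only after the result was seen, as were the minimum of 3 probes for the test of mixed RNA, the rule that the row needs 2 gradual arrays beside the reference, the row for the acute and handling arrays of the liver, the percentile over all spots and the 6 liver arrays of 1 slide in the ranges, and the block of pools across tissues.

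Several genes of the study differed between tissues in their response to gradual warming, by a test of the difference itself in 1 limma model of all 24 arrays, with 81 tests per comparison. The change of EEF1A1a in the liver (log2 fold change 2.96) exceeded that in the spleen (1.26) by 1.70 (adjusted p = 0.0241) and that in the kidney (1.29) by 1.66 (adjusted p = 0.0248). For EEF1A1b the liver (2.67) lay above the spleen (1.13) by 1.54 (adjusted p = 0.0253) and above the kidney (1.18) by 1.49 (adjusted p = 0.0295). DDX5 was -2.50 in the liver, which differed by -1.29 (adjusted p = 0.0110) from the spleen and by -1.24 (adjusted p = 0.0131) from the kidney. Both gradual arrays lay past both reference arrays for these 3 genes in each tissue. With quantile normalization over the 24 arrays DDX5 still passed, at an adjusted p of 0.0237 in both pairs of tissues, while EEF1A1a and EEF1A1b did not (adjusted p from 0.0673 to 0.0787).

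AGT had its lowest value in the spleen on both of its probes, and both gradual arrays lay below both reference arrays in each tissue. On A_05_P473637 the liver minus the spleen was 2.12 (adjusted p = 0.00950) and the spleen minus the kidney -2.72 (adjusted p = 0.00118). On A_05_P456983 the corresponding differences were 1.64 (adjusted p = 0.0451) and -2.25 (adjusted p = 0.0103). These 4 differences passed also with quantile normalization over the 24 arrays (adjusted p from 0.00106 to 0.0274). FOSL2 lay at background on both gradual liver arrays, so its 2 differences from the liver, which passed in the model, are not given. The model takes the 3 tissues as separate samples, and with same-numbered pools of a group as a block across tissues (correlation 0.151) each of the 12 differences for gradual warming passed, as did 3 more, 2 of CIRBP and 1 of EDF1. Whether such pools came from the same fish is not stated.

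Among 81 tests for the acute rise, 2 differences between tissues passed, also with quantile normalization over the 24 arrays and with the block. PPP1R15A had a log2 fold change of 3.79 in the liver and 1.84 in the kidney, a difference of 1.95 (adjusted p = 0.00499, and 0.0360 with quantile normalization), with both acute arrays above both reference arrays in each of the 2 tissues. EDF1 was -1.80 in the spleen, with 2 of 2 acute arrays below both reference arrays, against 0.03 in the kidney, with 0 of 2 above them, a difference of -1.83 (adjusted p = 0.0197, and 0.0261 with quantile normalization).

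The paper's pathways include related terms, such as lipid antigen presentation in the gradual spleen and T lymphocytes in the acute spleen. The paper does not discuss by name the gene lists that follow, which passed camera at its preset correlation. With a correlation estimated from the data 0 of them passed in any comparison or tissue, so each rests on that preset value. For gradual warming in the liver, ribosomal proteins were higher (adjusted p = 0.000833, median log2 fold change 0.20, 67 members, 1 of them called), except with the percentile over all spots (0.130, range of the alternatives 0.000160 to 0.130). Interferon-stimulated and antigen presentation genes were lower in the spleen (0.0377, median -0.06, 19 members, 0 called), and without gradual replicate 1 they did not pass (0.0707, range 0.0227 to 0.0707). For both lists the mean of both gradual arrays lay past that of both reference arrays.

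Marker genes of T cells were higher after gradual warming in the spleen (1.47e-05, median 0.96) and in the kidney (0.00561, median 0.55), with 10 members and 0 called in each, and passed under each of 8 alternatives (7.42e-05 and 0.0312 at most). Markers of skeletal muscle were higher in the kidney (0.0412, median 0.98, 9 members, 0 called), but not under normexp (0.0531), without reference replicate 2 (0.0931) or without gradual replicate 1 (0.0808), over a range of 0.0115 to 0.0931. Both gradual arrays had a list mean above both reference arrays in these 3 cases. Whether more cells of these types were sampled was not tested.

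At 1 h after the acute rise, interferon-stimulated and antigen presentation genes were lower in the liver (camera adjusted p = 3.89e-05, median log2 fold change -0.58, 18 members, 0 called) and in the spleen (0.00640, median -0.34, 19 members, 0 called), under each of 9 and 8 alternatives (0.000809 and 0.0444 at most). Ribosomal proteins were higher in the spleen (0.00300, median 0.07, 67 members, 0 called), but not with quantile normalization (0.326) or without acute replicate 1 (0.444), over a range of 2.66e-06 to 0.444. Erythrocyte markers were lower there (0.000891, median -1.09, 6 members, 0 called), under each of 8 alternatives (0.0131 at most). In the kidney, markers of hepatocytes were lower (0.0174, median -0.96, 8 members, 0 called) except without reference replicate 1 (0.464) or acute replicate 1 (0.0706), over a range of 4.67e-06 to 0.464. Kidney tubule markers were lower (0.0126, median -0.73, 6 members, 0 called) except without reference replicate 2 (0.153) or acute replicate 2 (0.202), over a range of 0.000522 to 0.202. Both acute arrays had a list mean past both reference arrays, save for hepatocyte markers, where 1 of 2 did. Row and group cannot be told apart for these comparisons in the spleen and kidney, and in the liver, with the row estimated from the 2 gradual arrays, the interferon list passed (0.000536).

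In the handling reference, where limma called 0 probes in each tissue against 2013, 1455 and 1296 at an unadjusted p under 0.05 in liver, spleen and kidney, camera passed 12, 9 and 5 lists. Given here are the 8 results from lists that the paper does not discuss by name for any comparison. In the liver these were interferon-stimulated and antigen presentation genes (adjusted p = 0.0295, lower, median log2 fold change -0.27, 18 members) and ribosomal proteins (0.00390, higher, median 0.07, 67 members). The first did not pass under normexp (0.163), without reference replicate 1 (0.0989) or without handling replicate 2 (0.418), over a range of 0.000511 to 0.418. The second did not pass with quantile normalization (0.578), under normexp (0.457), without reference replicate 2 (0.170) or without handling replicate 2 (0.0520), over a range of 0.000265 to 0.578 and in both directions. With the row estimated from the 2 gradual arrays neither passed (0.0974 and 0.391), and handling in the liver cannot be told apart from slide and scan day.

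In the spleen of the handling reference, ribosomal proteins were higher (4.88e-05, median 0.10, 67 members) except with quantile normalization (0.346) or without handling replicate 2 (0.112), over a range of 1.74e-06 to 0.346. Erythrocyte markers were lower (0.0100, median -0.78, 6 members) except without reference replicate 2 (0.0858) or handling replicate 2 (0.0931), over a range of 0.000302 to 0.0931. T-cell markers (0.00541, median 0.37, 10 members) were higher except without reference replicate 1 (0.248) or handling replicate 1 (0.112), over a range of 0.00112 to 0.248. Markers of pancreatic acinar cells (0.00541, median 0.68, 7 members) were higher except without reference replicate 1 (0.106) or handling replicate 1 (0.0719), over a range of 0.00243 to 0.106. In the kidney, ribosomal proteins (0.0429, median 0.07, 67 members) and T-cell markers (0.0429, median 0.27, 10 members) were higher, and each passed under 2 of 8 alternatives (ranges 0.00812 to 0.371 and 0.0319 to 0.126). Without reference replicate 1, handling replicate 1 or handling replicate 2 the ribosomal list had 0.371, 0.0895 and 0.167, and the T-cell list 0.0893, 0.0976 and 0.126, with 0.121 also without reference replicate 2. Both handling arrays had a list mean past both reference arrays in each list and tissue, save for T-cell markers in the spleen, where 1 of 2 did.

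The paper sets the acute group beside the handling reference by their counts and shared features and gives no direct contrast of the 2, for which limma called 28 probes in the liver (26 higher, 2 lower), 3 in the spleen (3 higher) and 4 in the kidney (3 higher, 1 lower). The lowest adjusted p in the liver was that of HSP90AA1 (A_05_P485612, log2 fold change 4.19, adjusted p = 0.0178), and HSPA1A was called on 1 probe in the liver and on 2 in the spleen and kidney. These genes were chosen after their values were seen. Without acute replicate 1, acute replicate 2, handling replicate 1 or handling replicate 2 the counts were 0, 0, 1 and 2 in the liver (with 1640 and 1454 probes at an unadjusted p under 0.05 in the first 2), 2, 1, 0 and 0 in the spleen (1998 and 1269 in the last 2) and 2, 3, 3 and 4 in the kidney.

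More probes were called for gradual warming in the liver (1337) than in the kidney (488), and by the adjusted p alone 1969 against 1367, a difference in counts that was not itself tested. The tables argue against scaling between arrays, since the lowest ratio of liver to kidney over 3 scalings was 2.55. The preset test of a smaller spread in the liver took the tested probes past a 2-fold change, at a ratio of 2.24 (2469 against 1102). It cannot decide, since that count itself grows with the spread. The median absolute log2 difference of the 2 arrays was 0.243 and 0.228 in the liver reference and gradual groups. In the kidney it was 0.179 and 0.199, which argues against a smaller spread in the liver. The row of the array on the slide cannot be told apart from the response, since the ratio of the fold changes with the row as a covariate to those without it, 1.02 (quartiles 0.945 to 1.09), is over probes called because both gradual arrays moved and rests on the gradual array in row 1 alone. Without reference replicate 1, reference replicate 2, gradual replicate 1 or gradual replicate 2, limma called 12, 330, 0 and 2 probes in the liver and 4, 25, 0 and 3 in the kidney, with 4031 and 4122 at an unadjusted p under 0.05 where it called 0. A stronger response of the liver stays open as a hypothesis, next to the row and to slide and scan day, which cannot be told apart from tissue.

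For 21 probes the gradual change was called in the same direction in all 3 tissues. A candidate explanation is a sequence variant or splice form at the site of the probe, which would leave other probes of the same genes without the change. Over 19 other probes of 8 of the symbols the median log2 fold change, turned to the called direction, was 0.51 (quartiles 0.05 to 1.37), with members on both sides, so this cannot be told apart from a shared response to warming. Leaving out 1 array of 1 tissue left 0 to 7 of these calls, 7 without liver reference replicate 2, 4 without kidney reference replicate 2, 2 without spleen reference replicate 2, 1 without spleen or kidney reference replicate 1 and 0 without any of the other 7 arrays. A response common to the 3 tissues remains a hypothesis.

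HSPA1Aa had a log2 signal of -1.72 in 1 of the 2 liver handling arrays and -6.23 in the other. Both arrays came from 1 slide and 1 scan day, so the difference between them is not one between slides. Mixed-in RNA of the acute liver samples, at a share of 1.30%, predicted the level of the 1 other probe that met the rule, also of HSPA1A, to within -0.31. That probe was not well above background on either liver handling array, so its level there decides nothing. Mixed-in RNA therefore cannot be told apart from a response of the fish in that pool. SERPINH1 stood apart in the same array as well, with 2.30 against 0.29. No biological explanation was tested.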

How the results depend on the processing

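The values reported for the 75th percentile were, in liver, spleen and kidney, 1337, 179 and 488 called probes for gradual vs reference, 8, 4 and 2 for acute vs reference, 0, 0 and 0 for handling vs reference, 2419, 430 and 1301 for gradual vs acute and 28, 3 and 4 for acute vs handling. Camera passed 5, 10 and 6 lists for gradual, 10, 12 and 7 for acute and 12, 9 and 5 for handling. Values that follow are those that left 1.5 times the reported count, or moved by more than the spread between replicates, and the cause was not tested except where a setting itself tests more or fewer probes or arrays. The percentile over all spots, the joint fit with quantile normalization and no filter, the 6 liver arrays of 1 slide, the row for the acute and handling arrays of the liver and the block of pools across tissues were chosen after the data had been seen. Leaving an array out, like the settings with a wider or narrower fit, used the same limma test, and where 1 array of a group was left it was assumed to vary like the other groups. Within 1.5 times of the reported counts stayed the called probes for gradual vs reference from 1108 to 2005 under 9 alternatives in the liver, from 162 to 251 under 6 alternatives in the spleen and from 409 to 563 under 7 alternatives in the kidney, and for gradual vs acute from 1791 to 3158 under 10 alternatives in the liver, from 440 to 623 under 8 alternatives in the spleen and from 906 to 1353 under 8 alternatives in the kidney. Wherever limma called 0 probes, 890 to 16833 probes had an unadjusted p under 0.05.

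With quantile normalization within the tissue, the called probes numbered 3 in the liver for handling vs reference. Calls shared by 2 comparisons then numbered 1 in the liver for gradual and handling, and 2 in the kidney for gradual and acute. Gene lists past camera then numbered 3 in the liver for gradual vs reference. With the array median as scale, the gene lists past camera numbered 3 in the liver for gradual vs reference. With the 75th percentile over all spots, the called probes numbered 17 in the liver for acute vs handling, and 1 in the spleen for handling vs reference. Shared calls were then 1 in the spleen for acute and handling, and 0 in the liver for gradual and acute. Camera then passed 2 in the liver for gradual vs reference. Scaling also moved the balance of directions. Gradual vs reference gave 627 higher and 710 lower probes in the liver with the percentile over bright probes and 400 higher and 1033 lower with the percentile over all spots, where the median log2 fold change of all tested probes was 0.11 and -0.08. In the kidney the same pair was 200 higher and 288 lower against 152 higher and 411 lower. For gradual vs acute it was 1358 higher and 1061 lower against 807 higher and 1576 lower in the liver, 164 higher and 266 lower against 132 higher and 421 lower in the spleen and 611 higher and 690 lower against 479 higher and 874 lower in the kidney. Quantile normalization gave 1088 higher and 1268 lower for gradual vs acute in the liver, with a median log2 fold change of 0.07 against 0.18. Among 443 combinations of named gene, comparison and tissue, 438 kept their direction and side of the threshold under quantile normalization, 441 with the array median and 434 with all spots. Those that lost the call numbered 4, 1 and 7, and those that gained it 1, 1 and 2.

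Under normexp background correction, the called probes numbered 581 in the liver and 155 in the kidney for gradual vs reference, 29 in the liver, 65 in the spleen and 49 in the kidney for acute vs reference, 971 in the liver, 248 in the spleen and 504 in the kidney for gradual vs acute, 1 in the spleen for handling vs reference, and 13 in the kidney for acute vs handling. Probes called in all 3 tissues were then 8 for acute vs reference. Between 2 comparisons, the shared calls were then 1 in the spleen for acute and handling, and 8 in the liver, 22 in the spleen and 4 in the kidney for gradual and acute. Gene lists past camera then numbered 14 in the kidney for acute vs reference, and 5 in the liver for handling vs reference. The correlation with qPCR was then 0.888 by Spearman. Of the named combinations, 335 kept direction and side, 62 lost the call and 45 gained it. The exception in direction was IGHM (A_05_P414707), gradual vs reference, kidney, which lay at background on both gradual arrays, so that only a bound, at least 2.45-fold lower, holds for the reported fit. Normexp put it at 0.00664, and with those arrays at background no direction is read from that. No other named combination reversed under any setting.

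Without a filter on dim probes, so with 49255 probes tested in each tissue, the called probes numbered 702 in the liver, 8 in the spleen and 2 in the kidney for gradual vs reference, 3 in the liver and 1 in the kidney for acute vs reference, 1575 in the liver, 21 in the spleen and 99 in the kidney for gradual vs acute, and 0 in the liver, 1 in the spleen and 1 in the kidney for acute vs handling. Then, in all 3 tissues at once, the count was 2 for gradual vs reference, and 0 for acute vs reference. The overlap of 2 comparisons was then 0 in the liver, 0 in the spleen and 0 in the kidney for gradual and acute. Over probes well above background on all 8 arrays of the tissue, which are fewer, the called probes numbered 22 in the liver and 12 in the kidney for acute vs reference, 1 in the spleen for handling vs reference, and 1 in the spleen and 2 in the kidney for acute vs handling. All 3 tissues at once then shared 0 for acute vs reference. Calls shared by 2 comparisons then numbered 1 in the spleen for acute and handling, and 6 in the liver and 3 in the kidney for gradual and acute. With only the 4 arrays of the groups compared, so with fewer samples in the fit, the called probes numbered 3 in the liver and 0 in the spleen for acute vs reference, 0 in the liver, 0 in the spleen and 0 in the kidney for acute vs handling, 0 in the spleen and 0 in the kidney for gradual vs reference, and 0 in the spleen and 470 in the kidney for gradual vs acute. The calls common to all 3 tissues came to 0 for gradual vs reference, and 0 for acute vs reference. Shared calls were then 0 in the spleen and 0 in the kidney for gradual and acute. Direction and side were kept by 331 of 443 named combinations without the filter, by 374 of 394 with the stricter filter, where the rest had no tested probe, and by 331 of 443 with 4 arrays. Calls lost numbered 112, 0 and 108, and calls gained 0, 20 and 4.

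With all 24 arrays in 1 fit, so with more samples in the fit, the called probes numbered 225 in the liver, 132 in the spleen and 39 in the kidney for acute vs reference, 251 in the liver, 33 in the spleen and 24 in the kidney for handling vs reference, 416 in the liver, 20 in the spleen and 15 in the kidney for acute vs handling, and 391 in the spleen for gradual vs reference. Common to all 3 tissues were then 44 for gradual vs reference, and 10 for acute vs reference. Between 2 comparisons, the shared calls were then 49 in the liver, 24 in the spleen and 2 in the kidney for acute and handling, 81 in the liver, 20 in the spleen and 10 in the kidney for gradual and handling, and 80 in the liver, 47 in the spleen and 9 in the kidney for gradual and acute. With all 24 arrays, quantile normalization and no filter, the called probes numbered 2174 in the liver and 315 in the spleen for gradual vs reference, 264 in the liver, 103 in the spleen and 50 in the kidney for acute vs reference, 482 in the liver, 55 in the spleen and 51 in the kidney for handling vs reference, and 647 in the liver, 33 in the spleen and 54 in the kidney for acute vs handling. Probes called in all 3 tissues were then 8 for acute vs reference. The overlap of 2 comparisons was then 75 in the liver, 30 in the spleen and 8 in the kidney for acute and handling, 153 in the liver, 25 in the spleen and 16 in the kidney for gradual and handling, and 87 in the liver, 30 in the spleen and 12 in the kidney for gradual and acute. With a variance trend and robust estimation, the called probes numbered 29 in the liver, 51 in the spleen and 39 in the kidney for acute vs reference, 328 in the spleen for gradual vs reference, 1 in the spleen for handling vs reference, and 1 in the spleen and 10 in the kidney for acute vs handling. Then, in all 3 tissues at once, the count was 37 for gradual vs reference, and 4 for acute vs reference. Calls shared by 2 comparisons then numbered 1 in the spleen for acute and handling, and 8 in the liver, 14 in the spleen and 7 in the kidney for gradual and acute. By the adjusted p alone, a wider definition of a call, the called probes numbered 3895 in the liver and 3628 in the kidney for gradual vs acute, and 1367 in the kidney for gradual vs reference. All 3 tissues at once then shared 32 for gradual vs reference. With the 6 liver arrays of 1 slide, the called probes numbered 17 in the liver for acute vs reference. Direction and side were kept by 353 of 443 named combinations with 24 arrays, 350 of 443 with 24 arrays, quantile normalization and no filter, 411 of 443 with the variance trend, 443 of 443 without the fold threshold and 134 of 138 with 6 liver arrays. Among these settings, calls gained numbered 72, 58, 31, 0 and 4, and calls lost 18, 35, 1, 0 and 0.

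Left out in turn, reference replicate 1, reference replicate 2, gradual replicate 1 and gradual replicate 2 gave 12, 330, 0 and 2 in the liver, 1, 7, 0 and 0 in the spleen and 4, 25, 0 and 3 in the kidney called probes for gradual vs reference. For acute vs reference, leaving out reference replicate 1, reference replicate 2, acute replicate 1 and acute replicate 2 gave 0, 0, 0 and 0 in the liver, 4, 3, 3 and 2 in the spleen and 2, 5, 3 and 1 in the kidney. Handling vs reference without reference replicate 1, reference replicate 2, handling replicate 1 and handling replicate 2 had 0, 0, 2 and 0 in the liver, 0, 0, 0 and 0 in the spleen and 0, 5, 0 and 0 in the kidney. Between gradual and acute, the counts without gradual replicate 1, gradual replicate 2, acute replicate 1 and acute replicate 2 were 958, 541, 981 and 332 in the liver, 0, 0, 216 and 0 in the spleen and 382, 939, 885 and 247 in the kidney. Acute vs handling without acute replicate 1, acute replicate 2, handling replicate 1 and handling replicate 2 gave 0, 0, 1 and 2 in the liver, 2, 1, 0 and 0 in the spleen and 2, 3, 3 and 4 in the kidney. Probes called in all 3 tissues ranged from 0 to 7 for gradual vs reference and from 0 to 1 for acute vs reference when 1 array was left out. Shared calls ranged for acute and handling 0 to 2 in the liver and 0 to 4 in the kidney, for gradual and handling 0 to 1 in the liver and 0 to 5 in the kidney, for gradual and acute 0 in the liver, 0 to 3 in the spleen and 0 to 4 in the kidney. The lists past camera ranged for gradual vs reference 3 to 6 in the liver, 7 to 15 in the spleen and 4 to 8 in the kidney, for acute vs reference 9 to 12 in the liver, 10 to 14 in the spleen and 6 to 8 in the kidney, for handling vs reference 5 to 9 in the liver, 5 to 7 in the spleen and 1 to 6 in the kidney. The correlation with qPCR ranged from 0.904 to 0.927 by Pearson and from 0.889 to 0.909 by Spearman. Of 1772 values of named combinations with 1 array left out, 1070 kept direction and side, 699 lost the call, 3 gained it and 0 reversed. Each of these fits has fewer samples.

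With a correlation estimated from the data, camera called 0 lists in each of the 9 combinations of comparison with the reference and tissue, and its unadjusted p was under 0.05 in 1, 3 and 1 lists for gradual, 6, 4 and 2 for acute and 1, 0 and 2 for handling, in the order liver, spleen, kidney. Fry asks whether a list moves 1 way on balance, and it called 6 in the spleen for gradual vs reference, 5 in the liver and 4 in the spleen for acute vs reference, 0 in the liver, 0 in the spleen and 0 in the kidney for handling vs reference, where its count left 1.5 times that of camera. Its unadjusted p was under 0.05 for 5, 2 and 3 lists of handling vs reference. With 1 probe per gene symbol, so with fewer probes, the called genes for acute vs reference numbered 3 in the liver, 1 in the spleen and 0 in the kidney against 5, 2 and 1. The correlation of array and qPCR log2 fold changes was 0.562 by Pearson and 0.726 by Spearman with the brightest probe of each gene in place of the probe the paper names, against 0.917 and 0.901. Only the values of HSPA1A changed by that replacement, and the authors' deposited tables name its brightest probe HSPA8.

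The groups share replicate numbers, but nothing in the paper or the labels says that a number marks a shared animal, tank or day, and same-numbered arrays deviated together with correlations of -0.187 to 0.161 within a tissue. With the replicate number as a block, the called probes numbered 882 in the liver, 14 in the spleen and 218 in the kidney for gradual vs reference, 0 in the liver and 2 in the kidney for acute vs handling, 61 in the spleen for gradual vs acute, and 1 in the kidney for acute vs reference. The calls common to all 3 tissues came to 3 for gradual vs reference, and 0 for acute vs reference. Shared calls were then 2 in the liver and 0 in the spleen for gradual and acute. Among the named combinations, 382 of 443 kept direction and side under the block, which leaves fewer residual degrees of freedom. The 24-array model takes the tissues as separate samples. With same-numbered pools of a group as a block across tissues, whose correlation was estimated at 0.151, the differences between tissues past the test were 15 for gradual vs reference against 12, and 2 against 2 for acute vs reference. Whether same-numbered pools came from the same fish is not stated.

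In the liver, where 1 gradual array lay in each row, limma with the row as a covariate called 0 probes for gradual vs reference, with 4031 at an unadjusted p under 0.05 against 5139 without it. Over the 1337 probes called without it, the median absolute log2 fold change was 1.44 with a median standard error of 0.25 before, and 1.46 with 0.32 after, in a fit with 1 residual degree of freedom fewer that rests on the gradual array in row 1, and 19 named combinations kept direction and side while 86 lost the call. Slide could not be fitted as a block for handling vs reference in the liver, since slide and group cannot be told apart, and the row could not be fitted in the spleen or kidney, where no group spans both rows. The liver fit of gradual vs reference with the row is the one without gradual replicate 1. That of gradual vs acute is the one without gradual replicate 2, so these are not separate checks. For the other liver comparisons the row can be estimated from the 2 gradual arrays alone. With it, limma called 0 probes for acute vs reference and 0 for handling vs reference (1028 and 1290 at an unadjusted p under 0.05) and 541 for gradual vs acute, with a median standard error of 0.42 against 0.25 for acute vs reference. Camera then passed 6 lists for acute vs reference and 2 for handling vs reference. Lost for acute were endoplasmic reticulum chaperones and unfolded protein response (0.0652), proinflammatory cytokines and receptors (0.0652), hypoxia-inducible genes (0.366) and markers of macrophages and granulocytes (0.155). Kept for handling were aminoacyl-tRNA synthetases (0.000112) and amino acid degradation and urea cycle (0.0116).

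Signal over background limits which probes can be tested, since 28% to 36% of the probes on an array lay well above background. Folds fitted against a group at background are not lower bounds themselves. The bounds given in their place move with the background correction.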

Differences from the paper's values

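At the thresholds of the paper's methods, the paper's text gives 564 genes for gradual vs reference in the liver, and 1337 probes were called here. Normexp background correction, with 581, and no filter on dim probes, with 702, brought the count within 1.5 times of the paper's, and the other alternatives set before the data were examined did not. In the kidney the paper gives 184 and 488 probes were called, with 155 under normexp and 218 with the replicate number as a block within the paper's range and the other preset alternatives outside it. The spleen count of 179 lay within 1.5 times of the paper's. Counted as genes, over the called probes with a name alone, the calls were 518 in the liver, 89 in the spleen and 216 in the kidney. In the liver 638 of the 1337 called probes had a name. In ranking, the paper places the kidney below the spleen for gradual temperature rise, while more probes were called in the kidney here. With normexp the kidney, at 155, came below the spleen, at 162, and under no filter the kidney, at 2, came below the spleen, at 8.

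For acute vs reference the paper gives 70 genes in the liver, 90 in the spleen and 28 in the kidney, against 8, 4 and 2 probes called here. No preset alternative came within 1.5 times of the paper's liver count, where normexp gave 29 and all 24 arrays in 1 fit 225. In the spleen normexp, with 65, and the fit of 24 arrays, with 132, came within 1.5 times, and the other preset alternatives did not. In the kidney the fit of 24 arrays and the variance trend with robust estimation, each with 39, came within 1.5 times, and the other preset alternatives did not. The fit of 24 arrays with quantile normalization and no filter, which was chosen after seeing the values, gave 103 probes in the spleen and dropped 41 of the 90 probes listed in the authors' deposited table. The deposited acute tables list 70, 90 and 28 probes in liver, spleen and kidney, from these same arrays, and all had the same sign here. The reported fit called 7, 4 and 2 of them, and the fit of 24 arrays 65, 60 and 15.

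For handling vs reference the paper gives 58 genes in the liver, 42 in the spleen and 6 in the kidney, and limma called 0 probes in each tissue here, with 2013, 1455 and 1296 at an unadjusted p under 0.05. In the liver no preset alternative came within 1.5 times, and the fit of 24 arrays gave 251. In the spleen the fit of 24 arrays gave 33, which came within it, and the other preset alternatives did not. In the kidney the count without reference replicate 2 was 5, within 1.5 times, and the other preset alternatives differed. The fit of 24 arrays with quantile normalization and no filter, chosen after seeing the values, called 55 probes in the spleen and dropped 28 of the 42 in the authors' deposited table. The deposited handling tables list 57, 42 and 6 probes in liver, spleen and kidney, from these same arrays, and all had the same sign here. The fit of 24 arrays called 48, 15 and 5 of them.

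The paper counts 12 features shared by the tissues after gradual temperature rise, and 21 probes were called the same way in all 3 tissues here. Normexp gave 16 and came within 1.5 times, and the other preset alternatives did not. After acute temperature rise the paper counts 13, and 1 probe was called in all 3 tissues here. With all 24 arrays in 1 fit the number was 10, within 1.5 times of the paper's, and the other preset alternatives differed.

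Of calls shared by gradual and handling, the paper counts 18 in the liver and 22 in the spleen, and of those shared by acute and handling, 15 in the liver and 35 in the spleen. Each of these was 0 here, since limma called no probe for handling vs reference. In the spleen the fit of 24 arrays gave 20 for gradual and handling and 24 for acute and handling, within 1.5 times of the paper's, and the other preset alternatives did not come within it. In the liver none of the preset alternatives did, and the fit of 24 arrays gave 81 and 49. After the values had been seen, the fit of 24 arrays with quantile normalization and no filter was added, and it gave 25 and 30 shared probes in the spleen while dropping 28 of the 42 handling probes, 41 of the 90 acute probes and 74 of the 200 gradual probes of the authors' deposited tables.

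The paper puts the number of differentially expressed genes at 5 times fewer after acute than after gradual temperature rise, and the calls here differed 143 times. With normexp the ratio was 6.28 and with all 24 arrays 7.41, within 1.5 times of the paper's, and the other preset alternatives differed. For the spleen the paper's ratio is 2 and the ratio here was 44.8. Within 1.5 times of it came normexp at 2.49, all 24 arrays at 2.96 and no filter at 2.67, the last from 8 and 3 calls alone. The other preset alternatives that keep both arrays of each group lay outside it. For the liver the paper's ratio is 8 and the ratio here was 167, with all 24 arrays at 8.91 within 1.5 times and the other preset alternatives outside it.

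Of 42 folds for gradual vs reference in the paper's Fig. 4A that have a value here, 5 were counted as differing. The limit for that count is not stated, so folds outside it need not match the paper's. CEACAM20 in the kidney was not counted, with a log2 fold change of -4.17 here and -3.56 in the authors' deposited tables. DDX5 fell in the liver about 3.4-fold in the paper's Fig. 4A, read by eye, and 5.64-fold here. CEACAM20 fell about 18-fold in the liver in the paper's Fig. 4A, read by eye, against 44.6-fold, and EDF1 about 5.8-fold against 16.2-fold. In the spleen, AGT fell about 6.3-fold (A_05_P473637) and about 5.6-fold (A_05_P456983) in the paper's Fig. 4A, read by eye, and 14.4-fold and 12.7-fold here. Under normexp none of these 5 differed, and without reference replicate 1 DDX5 did not. With quantile normalization, with the array median and without any other array, all 5 differed.

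Of 39 folds for acute vs reference in the same figure, 17 differed by the same rule. HSPA1Aa rose about 140-fold in the liver and about 73-fold in the kidney in the paper's Fig. 4A, read by eye, against at least 2291-fold and 193-fold here. For HSPA1Ab the paper's Fig. 4A shows about 21-fold in the liver, about 10-fold in the spleen and about 7.6-fold in the kidney, read by eye, and the values here were at least 212-fold, 107-fold and 65.5-fold. Their reference arrays lay at background except for HSPA1Aa in the kidney. HSP90AA1 rose about 12-fold in the liver in Fig. 4A of the paper, read by eye, against 27.7-fold. DNAJA4 rose about 11-fold in the liver and about 5.2-fold in the kidney in the paper's figure, Fig. 4A, read by eye, against 24.7-fold and 7.9-fold. The paper's Fig. 4A, read by eye, gives PPP1R15A about 7.6-fold, DUSP1 about 3.6-fold and ZFAND2B about 4.1-fold in the liver, against 13.8-fold, 5.50-fold and 6.15-fold. For DDIT4b the paper's Fig. 4A, read by eye, gives about 5.9-fold in the liver, about 4.7-fold in the spleen and about 3.2-fold in the kidney. The values here were 15.9-fold, 8.13-fold and 4.96-fold. FOSL2 rose about 2.9-fold, about 4.3-fold and about 2.4-fold in liver, spleen and kidney by the paper's Fig. 4A, read by eye, against 5.69-fold, 7.87-fold and 3.75-fold here.

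Under normexp none of the 17 differed, and the median ratio of the 39 folds to the paper's was 0.987, against 1.36 without it. With quantile normalization DNAJA4 in the kidney and DUSP1 and ZFAND2B in the liver did not differ, and with the array median all 17 did. Without liver reference replicate 1 or acute replicate 2, DUSP1 and ZFAND2B in the liver did not differ. The same held without reference replicate 2 or acute replicate 2 for DNAJA4 in the kidney and FOSL2 in the spleen, and without reference replicate 2 for DDIT4b and FOSL2 in the kidney. Every other value with 1 array left out differed.

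The paper lists the genes of Fig. 4A as changed in all 3 tissues. Of the 14 gradual probes, 13 were called in the liver, 11 in the spleen and 12 in the kidney. Not called were SERPINH1 in the liver at 1.97, EEF1A1a, EEF1A1b and CLU in the spleen at 1.26, 1.13 and 1.20, and AGT in the kidney at -1.13 (A_05_P473637) and -1.41 (A_05_P456983), each with the paper's direction. SERPINH1 was called with the 4 arrays compared and with 24 arrays, and both AGT probes with 24 arrays. AGT (A_05_P456983), EEF1A1a, EEF1A1b and CLU were called with normexp, with signal above background on all 8 arrays and with the variance trend, EEF1A1a and EEF1A1b also with 24 arrays, and EEF1A1a with quantile normalization and the array median. Of the settings chosen after seeing the values, the 6 liver arrays called SERPINH1, the percentile over all spots EEF1A1a, and the fit of 24 arrays with quantile normalization and no filter SERPINH1, EEF1A1a, EEF1A1b and AGT (A_05_P456983). Of the 13 acute probes, 4 were called in the liver, 2 in the spleen and 2 in the kidney, all 13 had the paper's direction in each tissue, normexp called 11, 10 and 12, the fit of 24 arrays 13, 12 and 10, the variance trend 11, 5 and 9, and signal above background on all 8 arrays 9, 1 and 6. The fit of 24 arrays with quantile normalization and no filter, chosen after seeing the values, called 13, 11 and 9, and the 6 liver arrays, chosen likewise, 5 in the liver.

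Of the genes in Fig. 3, a value was found for 6 of 8 in the liver, 4 of 6 in the spleen and 4 of 6 in the kidney for gradual vs reference, and 1, 0 and 1 were called. The fit of 24 arrays called 3, 0 and 2 of them, normexp 2, 1 and 3, signal above background on all 8 arrays 2, 1 and 2, the variance trend 1, 1 and 1, and the 4 arrays compared 2, 0 and 0. For acute vs reference none of 2, 4 and 6 was called, where the fit of 24 arrays called 2, 4 and 0, normexp 1, 3 and 2 and the variance trend 2, 2 and 1. For handling vs reference none of 10, 9 and 6 was called in liver, spleen and kidney, and the fit of 24 arrays called 9, 6 and 4, while normexp, the variance trend and signal above background on all 8 arrays each called 1 in the spleen. Of the settings chosen after seeing the values, the fit of 24 arrays with quantile normalization and no filter called 3, 0 and 1 for gradual, 2, 4 and 2 for acute and 5, 5 and 3 for handling, the percentile over all spots 1 for handling in the spleen, and the 6 liver arrays 2 for gradual in the liver.

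In the paper's text HSPA5 is among the genes raised by gradual temperature rise in the kidney, and here it was called lower, at -1.30, and was negative under every alternative run. HSPA8 is given as raised in the liver and spleen, and its brightest probe was at -0.08 and 0.12, with no probe of that design name called. The probe A_05_P276625, which the design names heat shock protein 70 and the authors' deposited tables HSPA8, was called higher in the spleen at 2.13 and was at -0.34 in the liver, so the naming of that probe decides whether the spleen differs from the paper. HSP90AB1 was called higher in the liver with 6 of 6 probes and in the spleen with 1 of 6. No probe named for HSPB5 was found. FKBP5 is described as raised by acute temperature rise, and it was not called, at 1.31 in the liver, 0.90 in the spleen and 1.12 in the kidney, where the fits of 24 arrays called it in the liver and normexp in the kidney. SERPINH1 after acute temperature rise was 2.23, 1.73 and 1.63 and not called, and it was called in the liver with 24 arrays and in the spleen and kidney with normexp and with the variance trend. Among features shared with handling, the paper names DDIT4 in the liver and EDF1, PPP1R15A and FOSL2 in the spleen, and for handling vs reference these were not called, at 2.79 for DDIT4b, 2.09 for DDIT4a, -1.60 for EDF1, 1.29 for PPP1R15A and 2.09 for FOSL2. The fits of 24 arrays called DDIT4b and EDF1, and PPP1R15A was called only with quantile normalization and no filter over 24 arrays, a setting chosen after seeing the values.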

Other observations

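The percentile over all spots and the 6 liver arrays of 1 slide, which enter the ranges of alternatives in this part, and the row for the acute and handling arrays of the liver were chosen only after the result was seen.

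Interferon-stimulated and antigen presentation genes moved both ways in the liver after gradual warming (gradual vs reference), where 1 of 18 measured members rose and 4 fell, and camera gave an adjusted p of 0.778. MX3 (A_05_P249565) fell with a log2 fold change of -3.03 (adjusted p = 0.0108), MX1 with -2.82 (adjusted p = 0.0136) and ISG15 with -2.26 (adjusted p = 0.0131), while GBP1 rose with 1.34 (adjusted p = 0.0186). Both gradual arrays lay past both reference arrays for these 4 genes. Without reference replicate 2, MX3 (-3.06) and GBP1 (1.54) kept their calls while MX1 (-2.70) and ISG15 (-2.22) lost theirs, and without reference replicate 1, gradual replicate 1 or gradual replicate 2 the 4 genes lost their calls, at -3.01 (without reference replicate 1), -2.81 (without gradual replicate 1) and -3.26 (without gradual replicate 2) for MX3 and, in that order, -2.94, -2.94 and -2.69 for MX1, -2.30, -2.29 and -2.23 for ISG15 and 1.15, 1.33 and 1.36 for GBP1.

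EEF1A1b, which the paper used as a normalizer gene of the qPCR in kidney and spleen, rose in the kidney after gradual warming with a log2 fold change of 1.18 (adjusted p = 0.0198), and had 1.13 (adjusted p = 0.0594) in the spleen. Both gradual arrays lay above both reference arrays in each tissue. The kidney call was lost without reference replicate 1 (1.08), reference replicate 2 (1.29), gradual replicate 1 (1.17) or gradual replicate 2 (1.19).

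Of the lists in this paragraph, none that was large enough for camera passed for gradual warming in any tissue. For gradual warming in liver, spleen and kidney, genes of apoptosis and the p53 pathway had 4 called of 11, 1 of 11 and 2 of 11 (camera adjusted p = 0.998, 0.985 and 0.550), cell cycle genes 0 of 14, 1 of 18 and 2 of 19 (0.154, 0.230 and 0.136), and cholesterol and fatty acid synthesis 0 of 13, 0 of 12 and 0 of 10 (0.703, 0.122 and 0.890). Fatty acid oxidation and lipid transport had 2 of 22, 0 of 20 and 0 of 21 (0.538, 0.628 and 0.929), hypoxia-inducible genes 1 of 8, 0 of 9 and 1 of 10 (0.888, 0.0990 and 0.693), mitochondrial chaperones and proteases 0 of 6, 0 of 6 and 1 of 6 (0.700, 0.270 and 0.377), and markers of thrombocytes and endothelium 0 of 5, 0 of 5 and 1 of 6 (0.349, 0.391 and 0.919). Circadian clock genes (2, 0 and 1 called of 4) and cold-inducible and cold-shock domain proteins (2, 2 and 2 called of 4) were too few for camera, as were genes of steroidogenesis and chromaffin cells and of egg yolk, eggshell and ovary, with at most 2 measured.

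After the acute rise and in the handling reference no member of these lists was called in any tissue. Camera passed hypoxia-inducible genes in the liver for the acute rise (0.0480, median log2 fold change 0.13, range of the alternatives 0.00285 to 0.379) and for handling (0.0384, median 0.59, range 0.00731 to 0.320), and fatty acid oxidation and lipid transport in the liver for handling (0.0250, median 0.27, range 0.0192 to 0.369). With an estimated correlation 0 of these 3 passed. With the row estimated from the 2 gradual arrays the 3 had 0.366, 0.256 and 0.283. The first was lost with quantile normalization (0.0780), the array median (0.0546), normexp (0.0578) or the 6 liver arrays of 1 slide (0.0899), and without reference replicate 1 (0.379) or acute replicate 2 (0.181). The second was lost under normexp (0.320) and without reference replicate 1 (0.314), handling replicate 1 (0.0624) or handling replicate 2 (0.240). The third was lost with quantile normalization (0.206), under normexp (0.369) and without reference replicate 1 (0.0526), reference replicate 2 (0.0642), handling replicate 1 (0.131) or handling replicate 2 (0.0520). Handling in the liver cannot be told apart from slide and scan day.

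B-cell markers were higher in the kidney after gradual warming (camera adjusted p = 0.0412, median 0.53, 6 members, 1 risen and 1 fallen), but not without reference replicate 1 (0.0562) or reference replicate 2 (0.0671), over a range of 0.0247 to 0.0671, and did not pass with an estimated correlation (0.433).

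The genes the paper names as common to all tissues were also tested as lists, although the study picked them from these arrays. Its acute common genes had medians of 2.51, 2.50 and 1.84 in liver, spleen and kidney after the acute rise (4.68e-27, 7.26e-16 and 9.65e-09), and its gradual common genes -1.55, -1.10 and -1.13 after gradual warming (0.0498, 0.0108 and 0.136). The qPCR genes had 2.34, 2.12 and 1.73 after the acute rise (1.60e-12, 1.17e-10 and 1.71e-05). With an estimated correlation 0 of these 9 passed. The gradual common genes in the liver passed under 3 of 10 alternatives, and not with quantile normalization (0.0978), the array median (0.0658), the percentile over all spots (0.130) or the 6 liver arrays of 1 slide (0.0711), nor without reference replicate 1 (0.0549), reference replicate 2 (0.0636) or gradual replicate 2 (0.141), over a range of 0.0233 to 0.141.

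The paper's Table 2 lists tRNA charging and the protein ubiquitination pathway, the latter of which takes in the proteasome, for gradual warming. Aminoacyl-tRNA synthetases were lower in the liver (camera adjusted p = 0.000295, median -1.04, 14 members, 5 called) and so were proteasome subunits (1.62e-07, median -0.62, 32 members, 6 called), both under each of 10 alternatives (0.00457 and 1.01e-05 at most). In the kidney the same 2 lists were lower, with 0.00472 (median -0.62, 14 members, 2 called) and 4.49e-10 (median -0.74, 31 members, 6 called), under each of 8 alternatives (0.0118 and 9.52e-09 at most). Proteasome subunits in the spleen were lower by less (0.00751, median -0.21, 31 members, 0 called), and without reference replicate 2 they did not pass (0.0772, range 0.00265 to 0.0772). With an estimated correlation 0 of these 5 passed, and in each the mean of both gradual arrays lay below that of both reference arrays.

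Further lists passed camera in the handling reference, and with an estimated correlation 0 of them did. Aminoacyl-tRNA synthetases were lower in the liver (camera adjusted p = 0.000417, median -0.50), except without handling replicate 1 (0.145). Glycolysis and gluconeogenesis enzymes were higher in the liver (0.0113, median 0.24) except with quantile normalization (0.168), under normexp (0.163) and without reference replicate 1 (0.132) or handling replicate 2 (0.0680), and lower in the spleen (0.00541, median -0.38) except without handling replicate 2 (0.0510). Amino acid degradation and the urea cycle was higher in the liver (0.00542, median 0.31) except under normexp (0.0954) and without reference replicate 1 (0.337) or handling replicate 1 (0.164). Glucocorticoid-responsive genes were higher in the spleen (0.0100, median 0.56) except without reference replicate 2 (0.144), handling replicate 1 (0.0719) or handling replicate 2 (0.0690), and in the kidney (0.0429, median 0.51) except without reference replicate 1 (0.234) or handling replicate 2 (0.394). The study's acute common genes were higher in the liver (0.000456, median 0.57) except without handling replicate 2 (0.0816), and its qPCR genes in liver, spleen and kidney (0.00231, 0.00357 and 0.0133, medians 0.60, 0.14 and 0.22), except without handling replicate 2 (0.336, 0.0545 and 0.133) and, in the liver, under normexp (0.0728). With the row estimated from the 2 gradual arrays, the synthetases (0.000112) and amino acid degradation (0.0116) passed in the liver, and glycolysis (0.397), the acute common genes (0.225) and the qPCR genes (0.293) did not.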
